# Global Expression of Molecular Transporters in the Human Vaginal Tract: Implications for HIV Chemoprophylaxis

**DOI:** 10.1371/journal.pone.0077340

**Published:** 2013-10-15

**Authors:** Manjula Gunawardana, Madeline Mullen, John A. Moss, Richard B. Pyles, Rebecca J. Nusbaum, Jignesh Patel, Kathleen L. Vincent, Charles Wang, Chao Guo, Yate-Ching Yuan, Charles D. Warden, Marc M. Baum

## Abstract

**Background:**

Pre-exposure chemoprophylaxis (PrECP) using antiretroviral agents is a promising strategy for the prevention of sexual HIV transmission in women. Molecular transporters in the human vaginal tract (VT) may play a pivotal role in determining drug disposition and, consequently, pharmacodynamic outcomes in these efforts. Little is known, however, on the expression of these transporters in vaginal tissues, representing a critical knowledge gap.

**Methodology/Principal Findings:**

Our study analyzed the genome-wide transcriptome in 44 vaginal tissue samples from 6 reproductive-age women undergoing gynecologic surgeries. The analysis revealed that, unexpectedly, a large number (43%) of gene isoforms corresponding to membrane transporters were over-expressed (above the median expression level) in all samples. A subset of 12 highly expressed membrane transporters was identified and contained 10 members (83%) of the solute carrier superfamily. The largest difference in membrane transporter gene expression was observed across subjects, but more subtle differential expression also was found along the anterior-posterior axis of the VT. Cross-validation of the microarray analyses with measurements RT-qPCR demonstrated high concordance between these data sets. Immunofluorescence labeling of membrane transporter proteins in vaginal tissues was highly dependent on tissue/cell types.

**Conclusions/Significance:**

Antiretroviral PrECP drugs currently under evaluation are substrates for molecular transporters that were commonly expressed, but fell into both over- or under-expressed categories in all samples, suggesting a complex role for carrier-mediated processes in determining the disposition of these xenobiotics in vaginal tissues. These findings hold important implications for the successful development of products, either oral or intravaginal, for female-controlled HIV PrECP.

## Introduction

As the HIV/AIDS pandemic enters its fourth decade, infection rates remain alarmingly high. The global incidence of HIV was estimated at 2.6 million in 2009, and 22 million more people are predicted to acquire HIV by 2031 [1,2]. These formidable statistics highlight the urgent need for effective antiretroviral pre-exposure chemoprophylaxis (PrECP) to prevent transmission in vulnerable populations. Systemic and topical PrECP using antiretroviral (ARV) agents is showing clinical promise for prevention of sexual HIV transmission [3-8], but there also have been a number of failed trials [2,9]. While the reasons for failure are unclear, it is undeniable that an appropriate drug disposition in key pharmacologic compartments is critical for a successful PrECP strategy [10-12].

Antiretroviral drugs have complex pharmacokinetic (PK) properties involving extensive drug metabolism, and transport by membrane-associated carrier proteins. Combination drug therapy often introduces drug-drug interactions that can result in toxic or sub-therapeutic drug concentrations and compromise treatment [13]. In addition, poor penetration of drugs into the intracellular compartment where HIV-1 replicates may contribute to the formation of virus sanctuary sites [14]. Molecular transporters from the ATP-binding cassette (ABC) and solute carrier (SLC) superfamilies are thought to play a central role in the disposition of ARV drugs [15-17]. Efflux systems can lead to a reduction of intracellular drug levels, decreasing antiviral activity and possibly promoting the development of resistant organisms [18]. Transporter-mediated absorptive processes may counter these effects [13]. Inhibition and induction of competing molecular transporters will lead to highly variable PKs among patients receiving PrECP, and the tissue-specific nature of transporter expression [13,19] introduces even more complexity. In the prevention of heterosexual HIV transmission in women, an understanding of types of molecular transporters present in the human vaginal tract (VT), and their interplay, is of critical importance. This area, however, remains largely unexplored [13].

Here, the global expression of membrane transporters in multiple locations of the VT of 6 women undergoing gynecologic surgery is described. A total of 44 tissue samples were studied by genome-wide transcriptome microarray analysis, and cross-validated with RT-qPCR measurements. Immunolocalization of membrane transporter proteins in these vaginal tissues also was carried out. The implications of these findings are discussed in terms of carrier-mediated drug disposition in HIV PrECP.

## Materials and Methods

### Subjects, vaginal tissue collection and processing

This study conformed to the principles of the Declaration of Helsinki. The study protocol was approved by the Institutional Review Board of the University of Texas Medical Branch at Galveston (IRB 12-233). The participants took part voluntarily and provided verbal informed consent prior to enrollment that included permission to use the samples obtained in future studies. Verbal consent was selected and approved *in lieu* of written consent to avoid placing undue burden on the subjects and further protect their confidentiality for this discarded materials study. The samples collected consisted of vaginal tissue collected during gynecologic surgeries, which are normally discarded. Samples and data were collected directly with a study ID, without any personal identifiers. A signed informed consent document would be the only link between the study ID and a subject name, therefore verbal consent, rather than written consent, was approved by the IRB. Verbal consent was documented for each participant on the study data collection sheet that was then stored in a locked file, accessible only to the study gynecologist, as required by the ethical review (Institutional Review Board).

Six nonpregnant, nonsmoking women between the ages of 20 and 56 years scheduled for vaginal surgery were recruited from the Galveston, TX metropolitan area during November and December 2012. Descriptive characteristics on the participants are provided in Table 1. At screening, participants were given information about the study and provided verbal informed consent. Criteria for inclusion required the subjects to be women, between 18-85 years of age, undergoing gynecologic surgery (hysterectomy or vaginal surgery) for clinical care purposes. Subjects were excluded if there was no plan for removal of tissue in the operating room.

**Table 1:** Subject characteristics.

	**Female (N = 6)**	
	**N**	**%**
**Age (years)**		
Mean ± SD	43 ± 14	
Range	20-56	
**Race**		
Black	2	33
White	4	67
Other	0	0
**Ethnicity**		
Hispanic	1	17
Non-Hispanic	5	83
**Body Mass Index**		
Mean ± SD	27 ± 6.6	
Range	16.9-35.2	
**Menopausal State**		
Pre-	3	50
Peri-	1	17
Post-	2	33

Vaginal tissues (Figure 1, Table S1 in Appendix S1) collected during surgery were placed immediately in sterile containers and processed. The specimens were dissected rapidly using sterile surgical blades and scissors to afford ca. 3 mm^2^ samples that were placed into prelabeled microfuge tubes containing 200 µL Aurum RNA lysis buffer (Bio-Rad Laboratories, Inc.) with supplemented β-mercaptoethanol (1% v/v). The samples were homogenized for 60 s with a clean, disposable pestle before freezing on dry ice. The time from tissue collection during surgery to processing typically was less than 20 min. A total of 44 tissue samples from different regions of the vaginal tract were processed. The samples were stored at -80°C.

**Figure 1:**
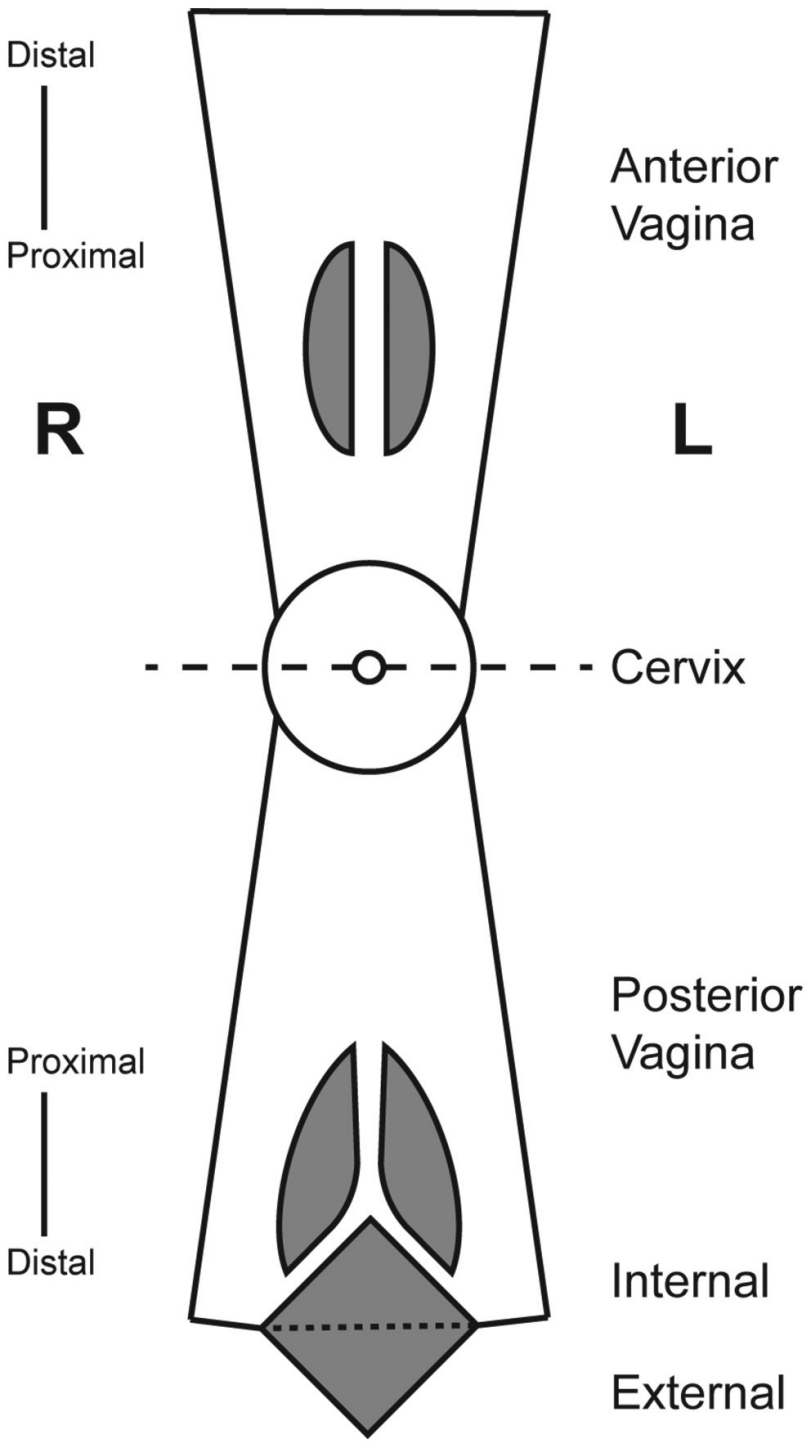
Diagrammatic representation of the vaginal tract identifying anatomical locations where tissue specimens were obtained. Dashed line through cervix indicates fold line and grey shaded areas represent surgical incisions. In this representation the cervicovaginal tract can be visualized as a sock-like tube, with the vaginal tract as the tube and the cervix as the toe. In the schematic, both sides of the tube are cut, opened anteriorly and posteriorly, and the anterior section folded over the cervix to afford the above visualization.

### Extraction of total RNA

For total RNA extraction, samples were thawed on ice and mixed by repeat pipet disruption with 70% ethanol according to the procedure described in the technical protocol of the RNeasy Mini Kit (QIAGEN), which was used for subsequent purification according to the manufacturer instructions. This included an on-column DNase digestion with the RNase-free DNase kit (QIAGEN). The total RNAs were eluted once with 50 µL of RNase-free water. Initial RNA purity was assessed by diluting 4 µL samples with 146 µL of RNase-free water and measuring the OD 260 nm/280 nm ratio in a 96-well format using a SpectraMax® Plus Absorbance Microplate Reader (Molecular Devices). Samples were stored and transported at -80°C to the Functional Genomics Core at the City of Hope for further analysis.

### mRNA labeling, amplification and microarray hybridization, scanning

Gene expression profiles were measured using the Agilent one-color (Cy3 fluorochrome) microarray-based gene expression platform according to manufacturer's instructions. Total RNA quality was evaluated using the Agilent RNA 6000 Pico Kit with the Bioanalyzer 2100 (Agilent Technologies). Total RNAs (25 ng) were amplified and labeled using One-Color Low Input Quick Amp Labeling Kit (Agilent Technologies) in one run to minimize batch effects. Complementary RNA (cRNA) samples were hybridized onto SurePrint G3 Human Gene Expression 8x60K v2 arrays (G4851B, Design ID 039494, Agilent Technologies) for 17 h at 65°C in a rotator oven, followed by washing with Wash Buffers (Agilent Technologies). A randomized design was used to avoid biases. After washing, the slides were scanned using a Model G2505C Microarray Scanner (Agilent Technologies) and the hybridization signals were extracted using the Agilent Feature Extraction software, version 10.7.3.1.

### Microarray sample processing

Microarray gene expression values were calculated using the gProcessed Signal, which was normalized *via* log_2_ transformation and quantile normalization in Partek^®^ Genomics Suite™ (Ver. 6.6, Rev. 6.12.1227; Partek, Inc.). Subject samples were randomized across arrays so that batch effects would be independent of subject ID and sample location. Accordingly, the batch effect was removed for downstream analysis using the “Remove Batch Effect Function” (based upon a 3-way ANOVA between array ID, subject ID, and sample location). Over-expression analysis was performed using 44 samples. Differential expression analysis was performed using 41 samples (Table S1 in Appendix S1), with technical replicates removed to eliminate the possibility that the variation within groups would be artificially decreased. Microarray data have been submitted to the GEO repository (accession number: GSE49892).

### Over-expression analysis

A gene isoform based upon Agilent probe design was defined as “over-expressed” if normalized expression levels were above 3.5, and “under-expressed” if the levels were below 3.5. This is the median expression level for the sample distribution, which also corresponds to the change in slope in the sample histogram (Figure S7 in Appendix S1). All samples show identical signal distributions because the data were quantile-normalized. Counts and average expression values were calculated based upon over-expression status per sample (Dataset S1). Expression values were also averaged per subject and counts were calculated per subject using the same threshold for over-expression.

If a random variable is assumed to show above-median expression levels 50% of the time, then the observed proportion of high or low expression can be expressed as a proportion. Genes with above-median expression in all 6 subjects therefore would have an over-expression proportion of 100%. Using the prop.test function in R [20], genes with expression in either all 6 subjects or 0 subjects vary from a proportion of 0.5 with a *P*-value of 0.041 (Figure 2).

**Figure 2:**
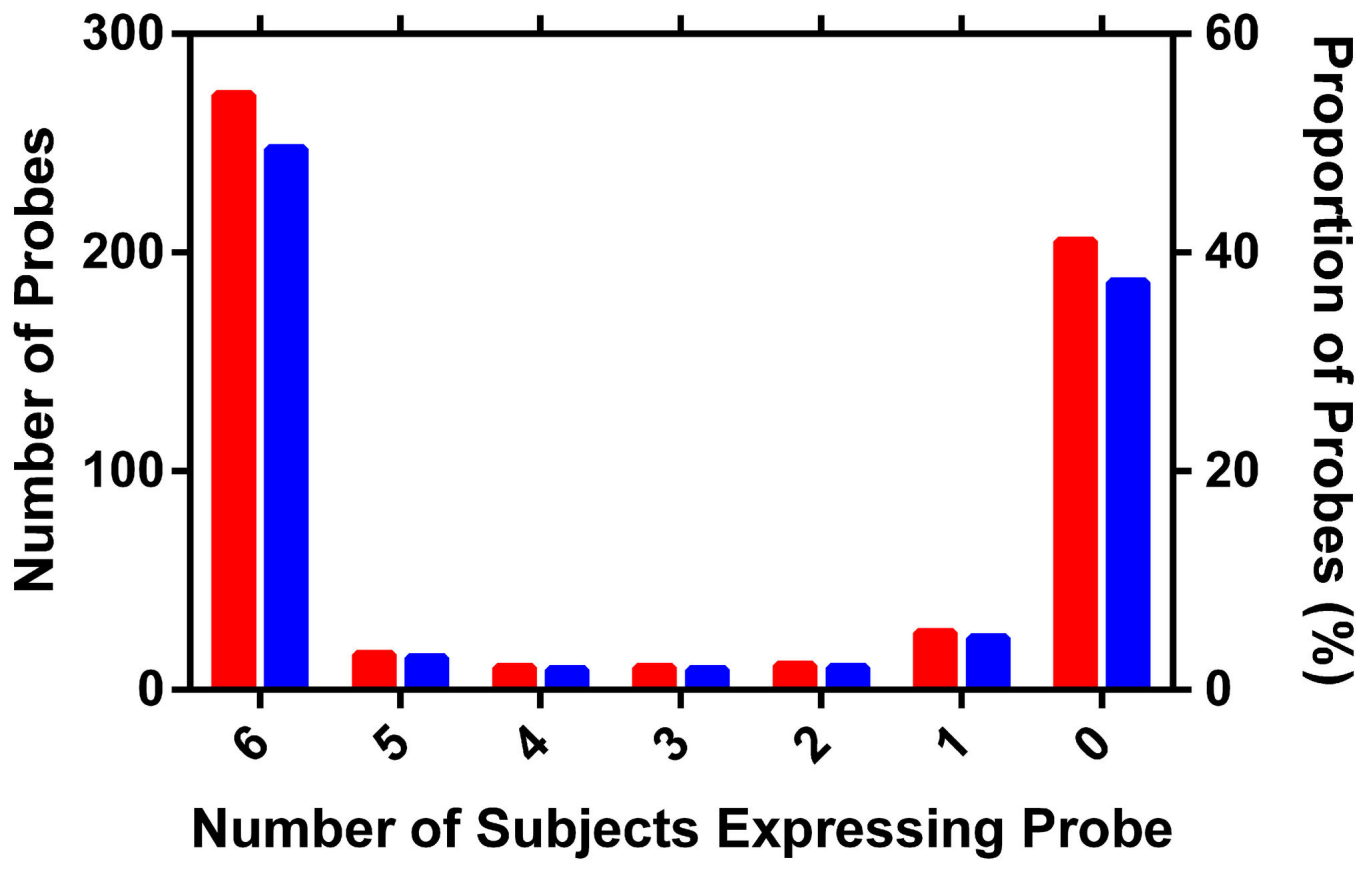
Histograms showing frequency of transporter expression per subject. Red bars, number of gene isoforms; blue bars, percentage of gene isoforms. Probes tend to be expressed in either all samples or no samples, and 50% of probes are expressed in all of the samples.

### Differential Expression Analysis

Partek^®^ Genomics Suite™ (Version 6.6, revision 6.12.1227; Partek, Inc.) was used to define differentially expressed genes. Fold-change values were calculated based upon the least-squares mean, per group. *P*-values calculated *via* 2-way ANOVA with appropriate linear contrast (e.g., anterior *versus* posterior; distal *versus* proximal; and left *versus* right). A 2-way ANOVA was used instead of a 1-way ANOVA because the signal varied strongly between subjects and the goal of the analysis was to identify changes in location independent of subject ID. False discovery rates (FDRs) were calculated using the method of Benjamini and Hochberg [21]. Genes showing strong differential expression were required to show a |fold-change| > 1.5 and an FDR < 0.05.

### Microarray gene expression cross-validation by RT-qPCR

Membrane transporter transcript expression profiling was carried out by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) in a custom 96-well array, CAPH11899 (QIAGEN), containing 10 membrane transporter primer assays (*ABCB1*, *ABCC1*, *ABCC2*, *ABCC3*, *ABCC4*, *ABCG2*, *SLC15A1*, *SLC15A2*, *SLC22A6*, and *SLC22A8*) identified for cross-validation. The RT-qPCR array also contained primers for 3 housekeeping genes (*GAPDH*, *ACTB*, and *B2M*) as well as quality controls (genomic DNA control, positive PCR controls, reverse transcription controls). Total RNAs (25 ng µL^-1^, 8 µL, 200 ng) from the sample pool used in the microarray analysis corresponding to the above 41 vaginal tissue samples were converted into cDNA using the RT^2^ HT First Strand Kit (QIAGEN) according to the manufacturer’s instructions. The diluted cDNA solution (1 µL) then was added to RT^2^ SYBR Green qPCR Mastermix (2×, 12.5 µL, QIAGEN) and nuclease-free water (11.5 µL) to afford a final volume of 25 µL per reaction. The RT-qPCR was run in a Model CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad Laboratories) using the following thermocycling parameters: 95°C for 1 min; 40 cycles consisting of 95°C for 15 s, 1.0°C s^-1^ ramp to 60°C for 1 min; and a melting curve consisting of 95°C for 10 s, 0.5°C s^-1^ ramp from 65-95°C. *C*_*t*_ values were calculated using the Bio-Rad CFX Manager software (Ver. 3.0) and a cutoff of 35 cycles was used to define detection. Two samples (OCIS-03 and OCIS-09) were excluded from further analysis on the basis of mean housekeeping gene *C*_*t*_ values above 26 cycles; the housekeeping gene *C*_*t*_ (mean ± standard deviation) of the remaining 39 samples was 22.07 ± 0.79 cycles. Δ*C*_*t*_ was calculated according to eq. 1:

$$\Delta C_{t}=C_{t}^{HK}-C_{t}^{MK}$$ (1)

Where *C*_*t*_^*HK*^ is the mean *C*_*t*_ for the three housekeeping gene transcripts in the same sample and *C*_*t*_^*MT*^ is the mean *C*_*t*_ for a given molecular transporter gene transcript.

Correlations were calculated per gene as well as for the combined set of all paired measurements. *P*-values were calculated using the cor.test function in R [20].

### Immunolocalization of selected molecular transporter proteins in paraffin-embedded, vaginal tissue sections

Full thickness human vaginal tissue specimens (ca. 3 mm^3^) from the different locations in the VT (Figure 1) collected during vaginal surgery as described above were immersion-fixed in zinc-buffered formalin (Z-fix, Anatech Ltd.) for at least 24 h at 4°C before embedding in paraffin. Thin sections (8 µm) from three depths of tissue were deparaffinized and rehydrated prior to autofluorescence quenching by incubation in 0.05% w/v Sudan Black B (199664-25G, Sigma-Aldrich) in 70% ethanol for 10 min at room temperature. Quenched sections were washed in deionized water for 10 min and then blocked with 5% non-fat milk in Tris-buffered saline for 30 min prior to incubation with the selected primary antibody for at least 16 h at 4°C. Primary antibodies targeting BCRP, MDR-1, MRP-1, MRP-2, MRP-3, MRP-4, OAT-1, and OAT-3 (Santa Cruz Biotechnology) were applied as a 1:50 dilution in 5% milk. After extensive washing, appropriate FITC-conjugated secondary antibody, diluted 1:500, was incubated for at least 2 h at room temperature in the dark. Secondary antibodies were: Donkey anti-Goat IgG (Southern Biotech), Goat and Mouse IgG and Goat and Rabbit IgG (KPL). Finally, sections were again washed extensively and covered with mounting media containing DAPI (Vector Labs), then a cover-slip was applied prior to visualization and imaging (Nikon Eclipse Ti, Nikon).

## Results

### Quality control of the total extracted RNA and the microarray results

RNA Integrity Number (RIN) measurements (7.1 ± 1.0, median ± standard deviation) on all 44 samples suggested that they were of sufficiently high quality for microarray analysis. 

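Total RNA from tissue of the VT was hybridized to single-color Agilent whole-genome arrays, which measure the RNA bound by each probe as fluorescence. The 44 arrays came from 6 subjects and lay on 6 slides, and each array held 62976 spots, of which 58717 were not controls. By their labels, 15 arrays carried anterior and 29 carried posterior tissue. Because 3 pairs of arrays share their labels of subject and location, the arrays of a pair were averaged and comparisons rest on 41 specimens, 14 anterior and 27 posterior. Of these specimens, 15 were proximal, 11 distal, 8 interior, 5 exterior and 2 middle. A left side was given for 16 of them, a right side for 14 and no side for 11. The deposited files hold the processed signal of every spot as an intensity, made by the authors with Agilent Feature Extraction, and the authors' own table of normalized log2 values. Here the intensities were converted to log2, the spots of a probe were averaged without those that the extraction software had marked as outliers, and the arrays were quantile normalized over 50599 probes. The fits of differences had a term for slide. For levels per array and for the comparison of nearest specimens, the slide effect was removed while subject and location were kept. Gene symbols were assigned to 28226 probes through their accessions, and the reference held names only, so no chromosomal position is given. The transporters were those of Dataset S1, with 550 probes of 377 genes for membrane transporters and 66 probes for mitochondrial transporters, each probe counted on its own as in the paper. On 1 array, from 39.6% to 53.7% of the probes were well above background, with a median of 48.6% in anterior and 47.5% in posterior arrays. In a linear model with subject and slide, this share differed between anterior and posterior specimens by 0.613 percentage points (standard error 0.948, p = 0.523). In 1 of the 3 pairs with the same labels, the arrays correlated less than the median pair of arrays from different subjects. The number of arrays limits the precision of the values.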

Principal Component Analysis (PCA) of the microarray data showed that there are no outliers in the dataset (Figure S1 in Appendix S1) and qualified these data for further analysis. Both PCA (Figure S1 in Appendix S1) and hierarchical clustering (Figure S2 in Appendix S1) showed that subject ID was the dominant source of difference between samples. 

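Markers of adipocytes and of T and NK cells had the highest median partial F of subject among the 30 gene lists. Of 11 measured markers of T and NK cells, 10 differed between subjects at an adjusted p under 0.05 in limma's moderated F test, with a median partial F of 7.26. Of 7 adipocyte markers, 5 did so, with a median partial F of 7.30. In the suprabasal squamous epithelium, the upper cell layers of the vaginal surface, 11 of 18 markers differed (median partial F 5.31), and so did 10 of 12 markers of fibroblasts and extracellular matrix (4.74). Markers of urothelium had the lowest median partial F among the cell types tested, 1.64, with 2 of 7 genes passing. Over all probes, the median partial F of subject was 1.76. The gene lists were fixed before the data were examined. Over all probes, the specimen with the highest Pearson correlation to a given specimen came from the same subject for 37 of 41 specimens (90.2%), where shuffled subject labels gave 17.3% on average (one-sided permutation test, p = 1e-05, the smallest p that 100000 resamples can give). Pairs of arrays from different specimens of 1 subject correlated with a median r of 0.980 (161 pairs, from 0.941 to 0.988), and pairs from different subjects with a median r of 0.970 (782 pairs, from 0.910 to 0.984). The ranges of these groups of pairs overlap.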

### Comparison of molecular transporter gene expression across all samples

The global expression of molecular transporters across 10 locations in the VT (Figure 1, Table S1 in Appendix S1) of 6 subjects with highly diverse characteristics (Table 1) was surveyed. 

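*SLC35E1*, a nucleotide sugar transporter family member, by 1 of its probes, and *SLC25A3*, which carries phosphate into mitochondria, had nearly the same level in every subject. Both were chosen after their values were seen. For that probe of *SLC35E1*, the subject means ran from 11.25 to 11.54 on the log2 scale, and for *SLC25A3* from 14.74 to 15.12. By the other probes of *SLC35E1*, they ran from 9.214 to 9.578 and, more widely, from 6.535 to 7.232. Averaged per subject, 277 of 550 membrane transporter probes (50.4%) exceeded the paper's threshold of 3.5 for over-expression in all 6 subjects, and 204 (37.1%) exceeded it in none. Between these, 24 probes exceeded the threshold in 1 subject, 12 in 2, 6 in 3, 10 in 4 and 17 in 5 subjects. Among 66 mitochondrial transporter probes, 54 (81.8%) exceeded it in all subjects and 10 in none. The threshold lies close to the median of the normalized values over all probes, 3.61, so a probe just above it has a weak signal.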

Transporter gene over-expression patterns (see Material and Methods) were found to be highly consistent among subjects and sample locations (Figure 2). Membrane transporters were expressed less frequently than mitochondrial transporters (data not shown), but both types of transporters were expressed commonly: 46.1% of all transporter transcripts and 42.7% of membrane transporter transcripts, were over-expressed in 100% of the vaginal tract samples (*N* = 44).

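Mitochondrial carriers lay near the top of the transporters: *SLC25A3* had a mean log2 level of 14.93 ± 0.19, and *SLC25A5* and 1 probe of *SLC25A6*, which both exchange ADP for ATP, had 13.98 ± 0.25 and 14.05 ± 0.23 (SD, n = 44 arrays). Above the threshold on all 44 arrays were 49 of 66 mitochondrial probes (74.2%, exact 95% confidence interval 62.0 to 84.2) and 240 of 550 membrane probes (43.6%, 39.4 to 47.9). The difference between these shares was larger than the sampling error over probes (two-sided Fisher's exact test, p = 3.04e-06). Membrane and mitochondrial probes together gave 289 of 616 (46.9%). Of the remaining membrane probes, 87 (15.8%) were above the threshold on no array and 223 (40.5%) on some arrays. By superfamily, 29 of 70 ABC probes (41.4%), 199 of 452 SLC probes (44.0%) and 4 of 15 SLCO probes (26.7%), the organic anion transporting polypeptides, were above it on all arrays. Among the other 49881 probes, 18705 (37.5%) were. Probes of 1 gene are not independent, and among 134 membrane transporter genes with several probes, 15 had 1 probe above the threshold on all arrays and another above it on none.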

The membrane transporters –determinants of drug disposition in active uptake processes- were ranked based upon averaged expression across all samples (Figure S3 in Appendix S1). An average threshold of 11 for highly expressed gene candidates was extrapolated from the distribution of averaged expression patterns. Only a small proportion of the samples exhibited averaged normalized expression above this threshold value (Table 2). Of the 12 most highly expressed membrane transporters, 10 (83%) were members of the SLC superfamily. 

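*RHCG*, an ammonia channel of epithelia, had the highest level among the membrane transporter probes, a mean log2 value of 17.42 ± 0.59 (SD, 43 arrays with a value). *SLC16A12*, a creatine transporter, followed at 15.74 ± 0.40 and *SLC35E4* at 15.61 ± 0.40 (SD, n = 44 arrays here and for the genes that follow). *SLC44A1*, a choline transporter, had 12.60 ± 0.25, 1 probe of *SLC6A9*, which carries glycine, 12.48 ± 0.50, and *TAP1*, which moves peptides into the endoplasmic reticulum for antigen presentation, 12.28 ± 0.57. The glucose transporter *SLC2A1* had 12.16 ± 0.67 and *SLC16A3*, which exports lactate, 11.90 ± 0.75. *SLC24A3*, an exchanger of sodium for calcium, had 11.45 ± 0.40, *SLC22A18* 11.41 ± 0.34, *SLC35E1* 11.41 ± 0.20 and *SLC38A10* 11.27 ± 0.24. Of these 12 genes, *RHCG* and *TAP1* are the ones without an SLC symbol. *SLC10A3*, *SLC38A2*, an importer of neutral amino acids, and the zinc importer *SLC39A4* also exceeded the paper's level of 11 for high expression, with means of 11.19, 11.16 and 11.01, for 15 probes in all. Probes of 1 gene disagreed in several cases: further probes gave *SLC16A12* 2.15 and 2.03, *SLC35E4* 2.52, *SLC2A1* 3.54 and *SLC38A10* 6.80 and 2.10. A level holds for its probe, since probes differ in how well they bind.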

Several (*SLC2A1*, *SLC16A3*, *SLC16A12*) are linked to lactate/pyruvate-dependent energy systems and are suspected to be active in the VT [22]. Analysis of these data with TiGER [23] predicted tissue-specific gene expression (Table S2 in Appendix S1). 

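*LDHA* and *PKM*, enzymes on the way from glucose to lactate, were strongly expressed beside the transporters of Table 2. *LDHA*, the lactate dehydrogenase subunit of lactate-producing tissue, had a mean log2 level of 14.15 ± 0.29, *PKM*, the pyruvate kinase of most tissues, 14.10 ± 0.35 and *LDHB* 12.71 (SD, n = 44 arrays). *BSG*, the chaperone that brings monocarboxylate transporters to the cell surface, had 11.17, and the glycolytic kinase *HK2* 10.66. Among the monocarboxylate transporters, *SLC16A5* had 10.77, *SLC16A6* 7.57, *SLC16A8* 5.95 and *SLC16A7* 5.71. In the SLC16 family, 11 of 17 probes exceeded the threshold of 3.5 on all arrays, from 11 of 14 genes. In the SLC2 family of glucose and fructose transporters, 10 of 23 probes did, from 8 of 14 genes. *SLC2A3* was above the threshold on 23 of 44 arrays by 1 probe and on 1 by the other, and *SLC2A4*, the insulin-regulated transporter of muscle and fat, on 6. Along the anterior-posterior axis, none of the 17 genes of this list was called by limma.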

Only minor enrichment was predicted for these genes, as expected, because transporter genes typically do not show tissue-specific expression patterns (Figure S4 in Appendix S1). It is likely that the highly expressed membrane transporter genes identified here also are expressed in multiple tissue types throughout the body.

**Table 2:** List of most highly expressed membrane transporter genes across all samples.

**Symbol**	**Gene Name** [49]	**Primary Function** [50]
*RHCG*	Rh family, C glycoprotein	electroneutral and bidirectional NH_4_^+^ transporter. May regulate transepithelial NH_3_
*TAP1*	Transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)	efflux of degraded cytosolic peptides across the endoplasmic reticulum into the membrane-bound compartment
*SLC2A1*	Solute carrier family 2 member 1	Glucose transporter
*SLC6A9*	Solute carrier family 6 member 9	High affinity, Na^+^- and Cl^-^-dependent neurotransmitter transporter
*SLC16A3*	Solute carrier family 16, member 3	H^+^-linked monocarboxylate transporter that catalyzes the rapid transport of numerous monocarboxylates (e.g., lactate, pyruvate, , β-hydroxybutyrate and acetate) across the plasma membrane
*SLC16A12*	Solute carrier family 16, member 12	See above
*SLC22A18*	Solute carrier family 22, member 18	Transporter of organic cations based on an H^+^ efflux antiport mechanism
*SLC24A3*	Solute carrier family 24, member 3	Plasma membrane Na^+^/Ca^2+^ exchanger
*SLC35E1*	Solute carrier family 35, member E1	Integral membrane transporter with unknown function
*SLC35E4*	Solute carrier family 35, member E4	See above
*SLC38A10*	Solute carrier family 38, member 10	Putative Na^+^-dependent amino acid/H^+^ antiporter
*SLC44A1*	Solute carrier family 44, member 1	Choline transporter

### Subject effect on molecular transporter gene expression

The clustering of membrane transporters was qualitatively similar to clustering of genome-wide expression values (Figure 3 *versus* Figure S2 in Appendix S1), strongly suggesting that the principal factor determining gene expression levels was the donor, an observation that was supported by F-statistics calculated across all genes on the microarray (Figure S6 in Appendix S1). Likewise, clustering for Subject 6 –the subject with one of the largest number of representative sample locations (Table S1 in Appendix S1)- showed qualitatively similar expression patterns among sample locations (Figures 4, 5). 

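*ABCC1*, which exports glutathione conjugates and drugs, had the largest partial F of subject among the membrane transporters. Its subject means ran from 7.29 to 8.90 on the log2 scale, with a partial F of 28.4 (limma, adjusted p = 3.16e-07). *SLC16A5* (partial F 26.1, subject means from 10.18 to 11.39), the copper transporter *SLC31A2* (19.7, from 8.73 to 10.52) and the phosphate importer *SLC20A1* (18.3, from 9.44 to 11.62) came next among genes with high levels. *SLC1A1*, a glutamate importer, had the widest range of subject means among the 10 genes with the largest partial F, from 4.08 to 7.07 (partial F 18.4). *SLC2A5*, a fructose transporter, the fatty acid transporters *SLC27A6* and *SLC27A2*, the monocarboxylate transporter *SLC16A13* and the noradrenaline transporter *SLC6A2* complete these 10, with partial F from 15.7 to 19.1. In a fit with subject, location and slide, the mean partial F of subject was 3.14 over all probes and 3.29 over the membrane transporter probes, and that of slide 2.04 and 1.71. Subject differences passed an adjusted p of 0.05 for 13053 of 50497 probes (25.9%) and for 162 of 550 membrane transporter probes (29.5%). Measured on membrane transporter probes alone, the nearest specimen came from the same subject for 35 of 41 specimens (85.4%; one-sided permutation test, p = 1e-05, the smallest that the resamples can give). Over probes well above background on 50% of the arrays, the mean partial F of subject was 4.92. From the clustering and its own F-statistics, the paper proposes that the donor was the principal factor behind expression levels.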

The minor differences in clustering for transporter genes probably were due to increased random variation in a smaller sample size. Comparing clustering across all samples to that within Subject 6 demonstrated that expression differences between sample locations were much weaker than expression differences between subjects.

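Location set *SLC16A5*, a monocarboxylate transporter, apart from the other membrane transporters. Of their 550 probes, its probe alone passed an adjusted p of 0.05 for location, with a partial F of 9.80. For *ABCC1*, location had a partial F of 2.81 and for *SLC20A1* 1.60. The mean partial F of location, over 7 classes of location in the same fit with subject and slide, was 1.39 over all probes and 1.41 over the membrane transporter probes. Location passed an adjusted p of 0.05 for 16 of 50497 probes. Some classes hold few specimens, such as the 2 from the middle, which limits the fit.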

**Figure 3:**
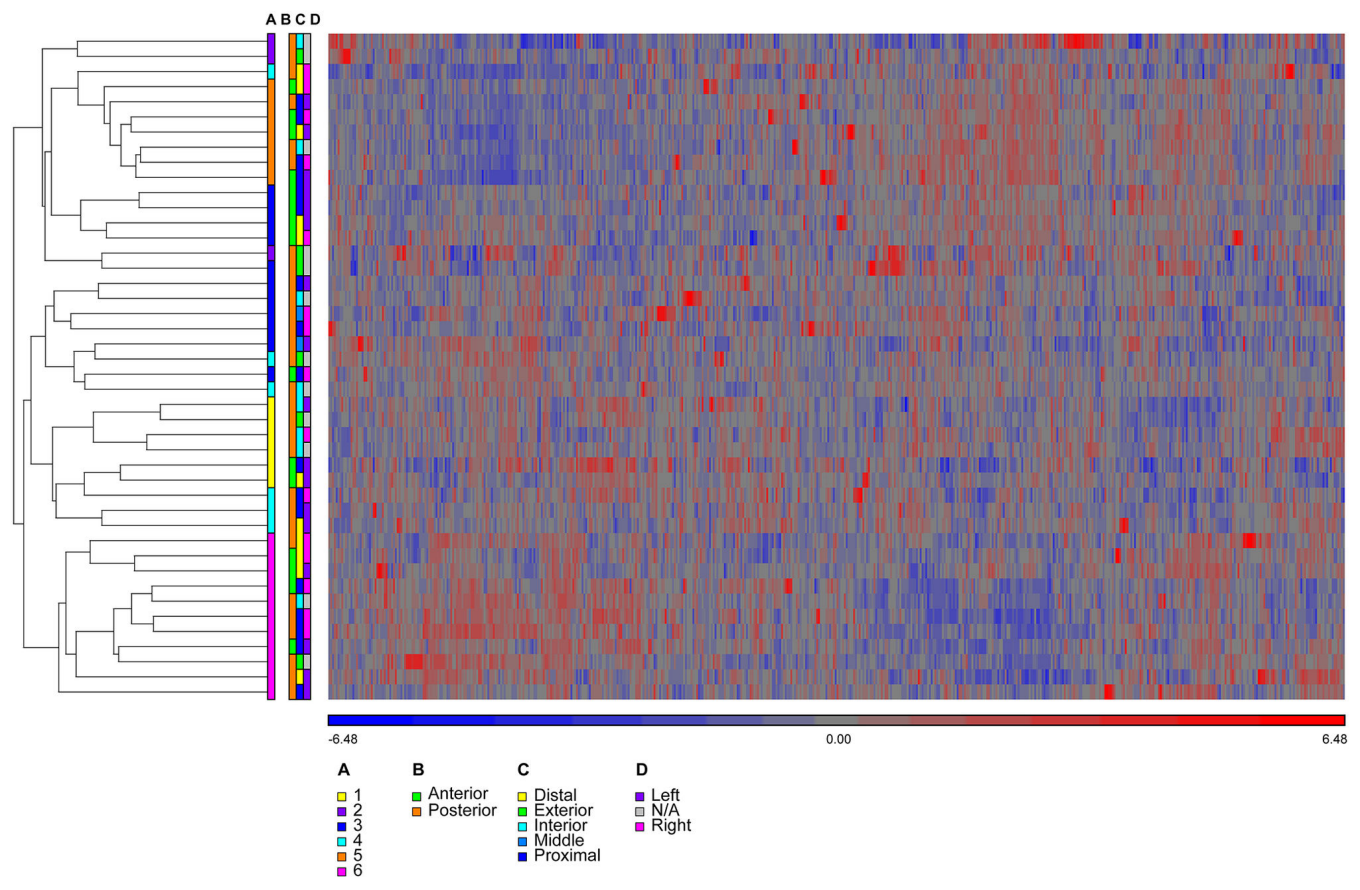
Clustering of membrane transporters across all samples from 6 subjects. (**A**) Color bar indicates strong clustering among samples from the same subject, for subjects 1-6. Color bars defining clustering along the following axes in the vaginal tract (Figure 1) show no discernible pattern: (**B**) anterior-posterior, (**C**) distal-proximal, and (**D**) left-right. The heatmap shows clustering of the standardized expression values, where probes with high expression are shown in red and probes with low expression are shown in blue (see color key below the heatmap).

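In the levels of all membrane transporters together, specimens of 1 subject tended to lie nearest to specimens from the same side of the anterior-posterior axis. This was so for 28 of the 33 specimens from the 4 subjects with both anterior and posterior tissue (84.8%), where labels shuffled within subjects gave 45.8% on average (one-sided permutation test, p = 4e-05). Over all probes of the array it was so for 25 of 33 (75.8%, p = 0.00108 from the same test). These values have the slide effect removed while location was kept. Without that step, the counts were 22 of 33 for membrane transporter probes (66.7%, p = 0.0223) and 24 of 33 for all probes (72.7%, p = 0.0041). With the authors' deposited log2 values, it was 21 of 33 for all probes (63.6%, p = 0.0418). The last 3 counts were made after the first results were seen. Nearest specimens were taken by Pearson correlation, within a subject only.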

**Figure 4:**
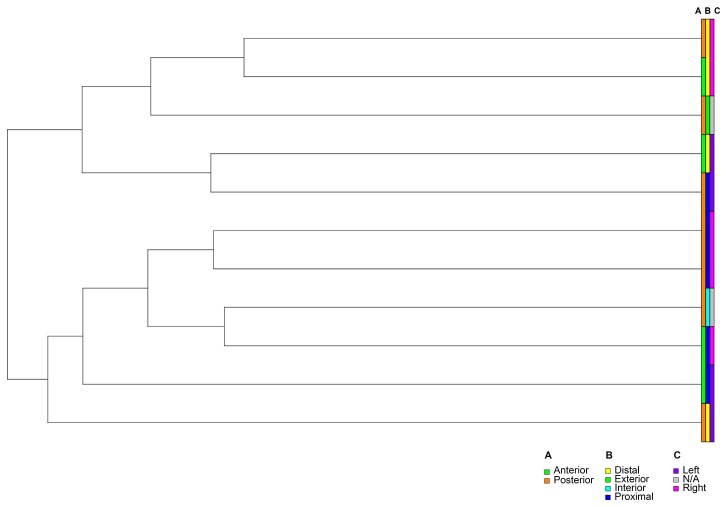
gram showing hierarchical clustering of genome-wide transcriptome in vaginal samples obtained from Subject 6. Color bars defining clustering for all probes along the principal axes in the vaginal tract (Fig. 1) show no strong pattern: **(A)** anterior-posterior, **(B)** distal-proximal, and **(C)** left-right.

**Figure 5:**
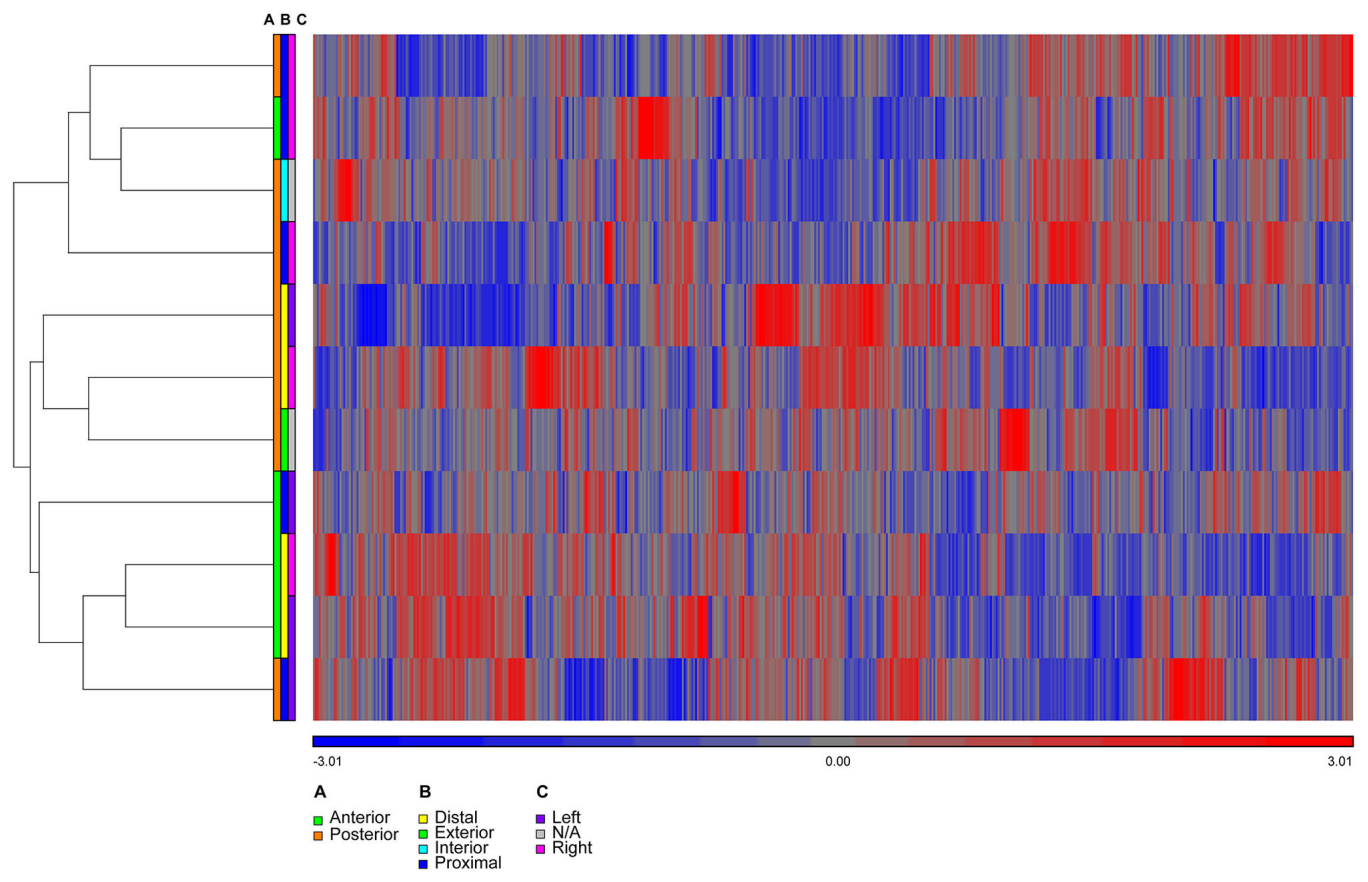
Membrane transporter transcript clustering of samples obtained from Subject 6. The clustering for all probes (i.e., transcriptome, Figure 4) and the membrane transporters (this figure) is approximately the same. Color bars defining clustering for all probes along the principal axes in the vaginal tract (Figure 1) show no strong pattern: (**A**) anterior-posterior, (**B**) distal-proximal, and (**C**) left-right. The heatmap shows clustering of the standardized expression values, where probes with high expression are shown in red and probes with low expression are shown in blue (see color key below the heatmap).

### Differential membrane transporter gene expression

Although the subject ID clearly was the dominant factor associated with the gene expression changes measured here, it was of interest to determine if significant gene expression changes could be detected among any of the three dimensions of the vaginal tract: anterior *versus* posterior, distal *versus* proximal, and left *versus* right (Figure 1 and Figure S6 in Appendix S1). 

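Anterior specimens had higher levels of *EDNRA* and *SCN4B*, and lower levels of *TPPP3*, *CRIP1* and *CD44*, than posterior specimens. *EDNRA*, the receptor of endothelin on smooth muscle, rose 2.11-fold (adjusted p = 0.0342). *PCP4*, which binds calmodulin, had the largest fitted log2 fold change, 3.04 (standard error 0.65, adjusted p = 0.0468), with levels of 6.88 ± 2.38 in 14 anterior and 4.64 ± 1.82 in 27 posterior specimens (SD). It was called in 11 of 28 settings of the analysis, with log2 fold changes from 1.57 to 3.62 and adjusted p up to 0.634, while the other genes taken by rule were called in 12 to 22 of up to 28. *L1TD1*, an RNA-binding protein of stem cells, had a log2 fold change of 1.63 (adjusted p = 0.0137), with a signal well above background on 8 of 15 anterior and 2 of 29 posterior arrays; over 27 settings it went from 0.34, with normexp background and not called, to 1.86. *HOXB5*, a homeobox gene of position along the body axis, had a log2 fold change of 1.26 (standard error 0.25, adjusted p = 0.0318), and the sodium channel subunit *SCN4B* and *SCAI* rose 1.53-fold and 1.51-fold. Lower in anterior specimens was *ZDHHC11*, a palmitoyltransferase, with 3 probes called. The probe with the largest change had a log2 fold change of -1.70 (standard error 0.25, adjusted p = 0.00461) and was well above background on 3 of 15 anterior arrays, while the others had -1.37 and -1.34 and were well above it on all arrays. Over 28 settings the first probe went from -2.01 to -0.58, the latter with normexp background and not called. *TPPP3*, a tubulin-binding protein, fell by 1.43 on the log2 scale, from 12.96 in posterior to 11.55 in anterior specimens (adjusted p = 0.0326). The LIM domain protein *CRIP1* fell by 1.19 (adjusted p = 0.0170), *CRIP2* by 0.88, the cell adhesion genes *CNTNAP3* and *CNTNAP3B* by 1.23 and 1.02 and the hyaluronan receptor *CD44* by 0.93. *SNRK* had a log2 fold change of -1.38, *CNST* of -1.34 (from -1.50 to -0.54, the latter with normexp background and not called) and *PLPP2* of -0.92. These genes were taken by rule as those with the largest fold changes among called genes that moved the same way in the 4 subjects with both kinds of tissue, except *HOXB5*, which was named after its value was seen and was well above background on 7 of 15 anterior and 1 of 29 posterior arrays.

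Among 12 smooth muscle markers, the median log2 fold change was 1.04 (camera, adjusted p = 7.86e-07; adjusted p = 0.222 with an estimated correlation), with *CNN1* at 2.60 (standard error 0.70), *ACTG2* at 2.96 (0.93), *MYH11* at 2.57 (0.82) and *DES* at 1.69 (0.51). None was called over all probes and 7 were higher when adjusted over the list alone. Of 12 genes of fibroblasts and extracellular matrix, 6 were higher when adjusted over the list alone and none over all probes, with *COL1A1* at 1.43 (0.35) and *COL3A1* at 1.57 (0.41) and a median of 0.84 (adjusted p = 1.49e-07; adjusted p = 0.266 with an estimated correlation). Of 12 endothelial markers, 5 were higher when adjusted over the list alone and none over all probes, with *EMCN* at 1.47 (0.45) and a median of 0.72 (adjusted p = 0.000135; adjusted p = 0.42 with an estimated correlation). The 38 *HOX* genes had a median of 0.20 with *HOXB5* alone called (adjusted p = 0.00397; adjusted p = 0.222 with an estimated correlation). Markers of suprabasal squamous epithelium had a median of -0.11 (adjusted p = 0.137), and -0.14 without the exterior specimens, where camera called them (adjusted p = 0.0188; adjusted p = 0.476 with an estimated correlation). Of the immune lists, markers of T and NK cells had 0.15, Langerhans and dendritic cells 0.18, myeloid cells 0.25, B and plasma cells 0.40 and mast cells 0.57. None of these was called by camera (adjusted p from 0.148 to 0.484). Without the exterior specimens camera called the B and plasma cell list, at 0.33 (adjusted p = 0.0073, and 0.229 with an estimated correlation). The smooth muscle median was above 0 in 5 of 5 slides, from 0.74 to 1.67, and in 4 of 4 subjects, while the fibroblast and endothelial medians were above 0 in 3 of 4 subjects. With normexp background, the medians were 0.58 for smooth muscle, 0.30 for endothelium and 0.08 for the HOX genes. Over 15 settings the endothelial median went from 0.22, without 1 of the 6 subjects and not called (adjusted p = 0.832), to 1.06.

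Over 50497 probes, 38 passed a fold change of 1.5 and an adjusted p of 0.05, 12 higher and 26 lower in anterior specimens (limma with subject and slide). This count ranged from 0 to 155 when 1 of the 6 subjects was left out in turn and was 601 with the slide effect removed before the fit. Such a fit does not count the degrees of freedom spent on slide, which can inflate the calls. The count was 0 in a fit without subject as a block (3882 probes at an unadjusted p under 0.05) and 0 over proximal and distal specimens only (4114). Mean differences per subject, where 3 residual degrees of freedom remain, also gave 0 (4774).

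**Figure D1:**
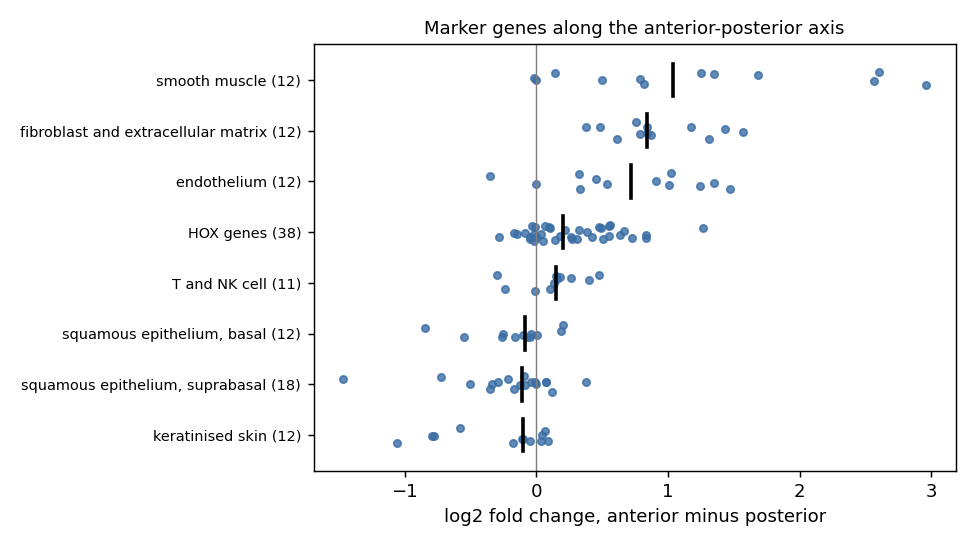
Marker genes along the anterior-posterior axis. Each dot is the log2 fold change of 1 gene, anterior minus posterior, and black bars are medians of the lists; the smooth muscle, fibroblast and endothelial medians lie at 1.04, 0.84 and 0.72, and that of the suprabasal squamous list at -0.11.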

The analysis identified six membrane transporter genes that met our criteria for differential expression and exhibited stronger expression differences across the anterior-posterior axis (Table 3 and Figure S5 in Appendix S1) than the entire list of transporter genes (Figure S5 in Appendix S1 *versus* Figure 3). 

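*SLC46A1*, the proton-coupled folate transporter, rose 2.02-fold in anterior specimens, from a log2 level of 5.22 ± 0.81 in 27 posterior to 6.12 ± 0.50 in 14 anterior specimens (SD). Its log2 fold change was 1.01 (standard error 0.20, adjusted p = 0.0281 from limma). *SLC45A3*, *SLC6A9* and *SLC10A6*, also in Table 3, did not pass the adjusted p. *SLC45A3* had a log2 fold change of 1.04 (standard error 0.25, adjusted p = 0.0744), with levels of 5.83 ± 0.65 and 4.94 ± 1.04. For the glycine transporter *SLC6A9* it was -0.76 (0.20, adjusted p = 0.0930) by 1 probe and -0.45 (0.14) by its other probe. *SLC10A6*, which takes up sulfated steroids, had -0.68 (0.18, adjusted p = 0.0935). The values of these 4 genes had the same direction in 4 of 4 subjects and, within slides, in 5 of 5 slides. The study chose these genes on the same samples, so their direction is not independent evidence. With normexp background, whose offset narrows log2 differences of weak probes, *SLC46A1* had a fold change of 1.31 (log2 0.39, adjusted p = 0.0498 from limma). This was under the 1.5 required, and the count of called membrane transporter probes was 0. Of 550 membrane transporter probes 1 was called, both over all probes and when adjusted over the list alone, and 61 had an unadjusted p under 0.05. With a score of stromal markers as a covariate, the log2 fold change of *SLC46A1* was 0.73 (0.22, adjusted p = 0.319). The count of membrane transporter probes was 0 without subject as a block and 0 from mean differences per subject. It was from 0 to 2 with 1 subject left out in turn, and 6 with the slide effect removed before the fit. It was 5 with the authors' deposited log2 values and no term for slide, a setting added after the first results were seen.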

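Along the distal-proximal axis, 4 of 6 mast cell markers were higher in distal specimens when adjusted over the list alone, and none over all probes. *CPA3* and *TPSAB1*, proteases of mast cell granules, had log2 fold changes of 1.52 (standard error 0.39) and 1.53 (0.46) in distal against proximal specimens, with *CPA3* higher in 5 of 5 subjects and *TPSAB1* in 4 of 5. *MS4A2*, a subunit of the IgE receptor, had 0.92, and *HDC*, which makes histamine, 0.79, both near background, with a signal well above it on 1 and 3 of 11 distal arrays. The median over the 6 markers, which lies between these weak probes, was 0.86 (camera, adjusted p = 5.12e-06; adjusted p = 0.211 with an estimated correlation). Keratinised skin markers had a median of -0.33 and myeloid cell markers of 0.37, both with an adjusted p of 0.0327 (adjusted p = 0.658 with an estimated correlation). With normexp background, added for these lists after the first results were seen, the medians were 0.21 for mast cells, -0.16 for keratinised skin and 0.16 for myeloid cells, and with 75th percentile scaling, where the median of all probes was -0.205, they were 0.59, -0.56 and 0.25, or 0.80, -0.36 and 0.45 relative to that median. Among membrane transporters, no probe was called by limma, in 11 distal and 15 proximal specimens of 5 subjects, and 36 of 550 had an unadjusted p under 0.05. Over all 50497 probes the count was also 0 by limma and by the unmoderated test, with 4465 (8.84%) at an unadjusted p under 0.05 and a lowest adjusted p of 0.408. Without 1 of the 6 subjects it was 4. Between 16 left and 14 right specimens, limma and the unmoderated test called 0 probes, 1971 (3.90%) had an unadjusted p under 0.05 and the lowest adjusted p was 0.969. A test of whether the anterior-posterior difference itself differed between distal and proximal specimens called 0 probes (limma, 1946 at an unadjusted p under 0.05). Values were also simulated from the fitted model, with known changes and independent noise per probe. Among changes of 2-fold, limma called 65.7% along the anterior-posterior axis, 55.2% along the distal-proximal axis and 65.7% between left and right. Changes of 1.5-fold were called at 32.8%, 25% and 39.1%. A call needs an estimate over 1.5-fold, which lowers these shares, and by adjusted p alone they were 45.3%, 39.1% and 46.9%. Changes of this size would thus often be missed on each axis. Correlation between probes was not simulated, so recovery in the data may differ.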

The location-dependent differential expression could be explained in terms of sample size (Table S1 in Appendix S1), with more samples available for analysis along the anterior-posterior axis. Only one of the differentially expressed membrane transporter genes (*SLC45A3*) showed a significant, predicted tissue-specific expression pattern using TiGER [23]. Because *SLC45A3* was predicted to show increased expression in prostate tissue it is less relevant to the current study.

**Table 3:** Membrane transporters with differential expression along the anterior-posterior axis.

**Symbol**	Fold Change*	***P*-value**	**FDR**	**Gene Function** [50]
*SLC45A3*	1.9	4.5 × 10^-4^	0.035	Associated with prostate cancer
*SLC46A1*	1.9	2.3 × 10^-5^	0.0094	H^+^-coupled high-affinity folate transporter and intestinal heme transporter
*SLC6A9*	-1.8	8.4 × 10^-5^	0.017	High affinity, Na^+^- and Cl^-^-dependent neurotransmitter transporter
*SLC9A1*	-1.5	3.0 × 10^-4^	0.029	Na^+^/H^+^ antiporter involved in pH regulation to eliminate acids generated by active metabolism or to counter adverse environmental condition
*SLC10A6*	-1.6	4.1 × 10^-5^	0.013	Transports sulfo-conjugated steroid hormones, as well as taurolithocholic acid-3-sulfate and sulfo-conjugated pyrenes in a Na^+^-dependent manner
*SLC45A3*	-1.5	5.6 × 10^-4^	0.039	Associated with prostate cancer

FDR, false discovery rate.

* Positive value indicates up-regulation; negative value indicates down-regulation.

### Microarray gene expression cross-validation by RT-qPCR

Microarray technology has matured significantly over the past decade and now provides a powerful, quantitative tool for gene expression research. The MicroArray Quality Control (MAQC) project (http://www.fda.gov/ScienceResearch/BioinformaticsTools/MicroarrayQualityControlProject/default.htm) has demonstrated that inter- and intra-platform reproducibility, sensitivity, and specificity of microarray data can be obtained provided certain quality control measures are followed [24-28], as they were here. Despite these advances, reverse transcription (RT) analyses with quantitative PCR (qPCR) methods in RT-qPCR assays still are considered the gold standard in quantifying gene expression (i.e., numbers of mRNA transcripts) and relating these measurements to biological activity and ecological function [29].

Ten genes expressing molecular transporters known [13] to affect the disposition of PrECP AVRs and their prodrugs (see Discussion below) –i.e., *ABCB1*, *ABCC1*, *ABCC2*, *ABCC3*, *ABCC4*, *ABCG2*, *SLC15A1*, *SLC15A2*, *SLC22A6*, and *SLC22A8*- were cross-validated with microarray measurements by RT-qPCR analysis using RNA extracted from 41 vaginal tissue samples. The resulting comparison (Figure 6) demonstrated high concordance between these data sets. Note that *SLC22A6* and *SLC22A8* expression are not shown because these transcripts were below the detection threshold of the RT-qPCR assay and also were highly under-expressed in the microarray measurements (median ± standard deviation: *SLC22A6*, 2.11 ± 0.19; *SLC22A8*, 2.04 ± 0.15). 

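*SLC22A6*, the renal organic anion transporter OAT1, was above the threshold of 3.5 on 0 of 44 arrays, with a median log2 level of 2.12 and an SD of 0.19. *SLC22A8*, the related transporter OAT3, has a pair of probes on the array. By 1 of them it was above the threshold on 0 arrays (median 2.05, SD 0.15), and by the other on 43 of 44, with a mean of 5.65 ± 0.56 (SD, n = 44 arrays) and a signal well above background on 40. Of 15 probes for the 10 genes of the RT-qPCR panel, 4 were above the threshold on all arrays and 3 on none. The array alone does not decide between the probes of *SLC22A8*.

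**Figure D2:**
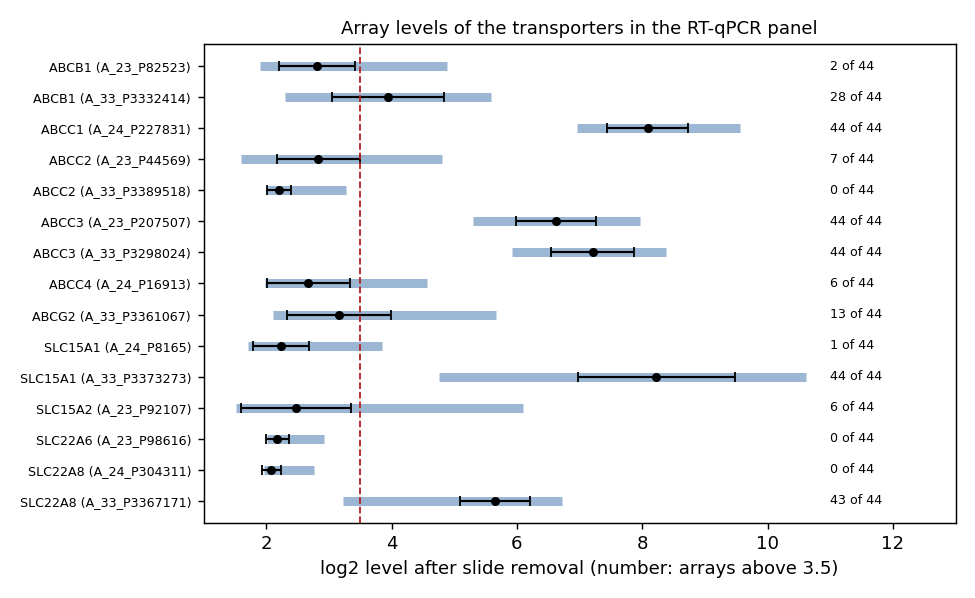
Log2 levels of the 15 probes for the genes of the RT-qPCR panel. Blue bars run from the lowest to the highest of the 44 arrays, black points and error bars are means ± SD, the dashed line is the threshold of 3.5, and the text gives the arrays above it, from 0 for *SLC22A6* to 44 for both probes of *ABCC3*.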

The correlation of gene expression for the six ARV membrane transporter genes (*ABCB1*, *ABCC1*, *ABCC2*, *ABCC3*, *ABCC4*, *ABCG2*) across both platforms is shown in Figure 7 (*R* ^2^ = 0.70, *P* < 2.2×10^-16^). *R* ^2^ values as high as 0.82 were observed when the expression values for individual genes were correlated. The cross-platform validation is even more striking when considering that the comparison involved a measure of mRNA transcript abundance, not differentially expressed genes (DEGs) of a study group compared to a control group. The measurements shown in Figure 6 were made using cDNA templates (i.e., reverse transcribed mRNA) prepared in different laboratories from the same pool of RNA. Specific target sequences in these samples were quantified using different molecular probe strategies (i.e., one or more microarray probes *versus* qPCR primer arrays) on two distinct technology platforms, each yielding data that were analyzed by unique computational methods. 

**Figure 6:**
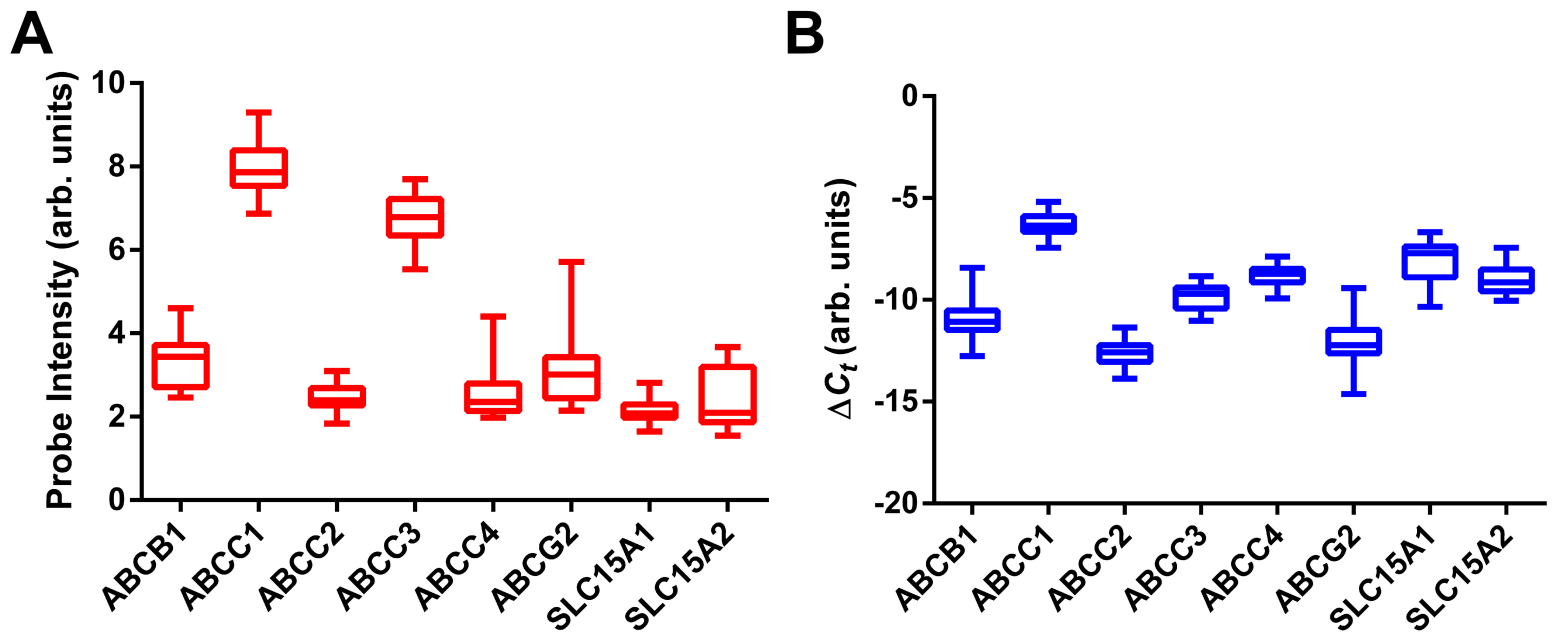
Box plots of expression values for select membrane transporters in 38 vaginal samples from the 6 subjects. The box extends from the 25th to 75th percentiles, with the horizontal line in the box representing the median; whiskers represent the lowest and highest datum. (**A**) Normalized probe intensity data from microarray experiments. (**B**) Normalized RT-qPCR measurements, expressed as 1/[Δ(C_t_)] such that increased values correspond to increased gene expression.

**Figure 7:**
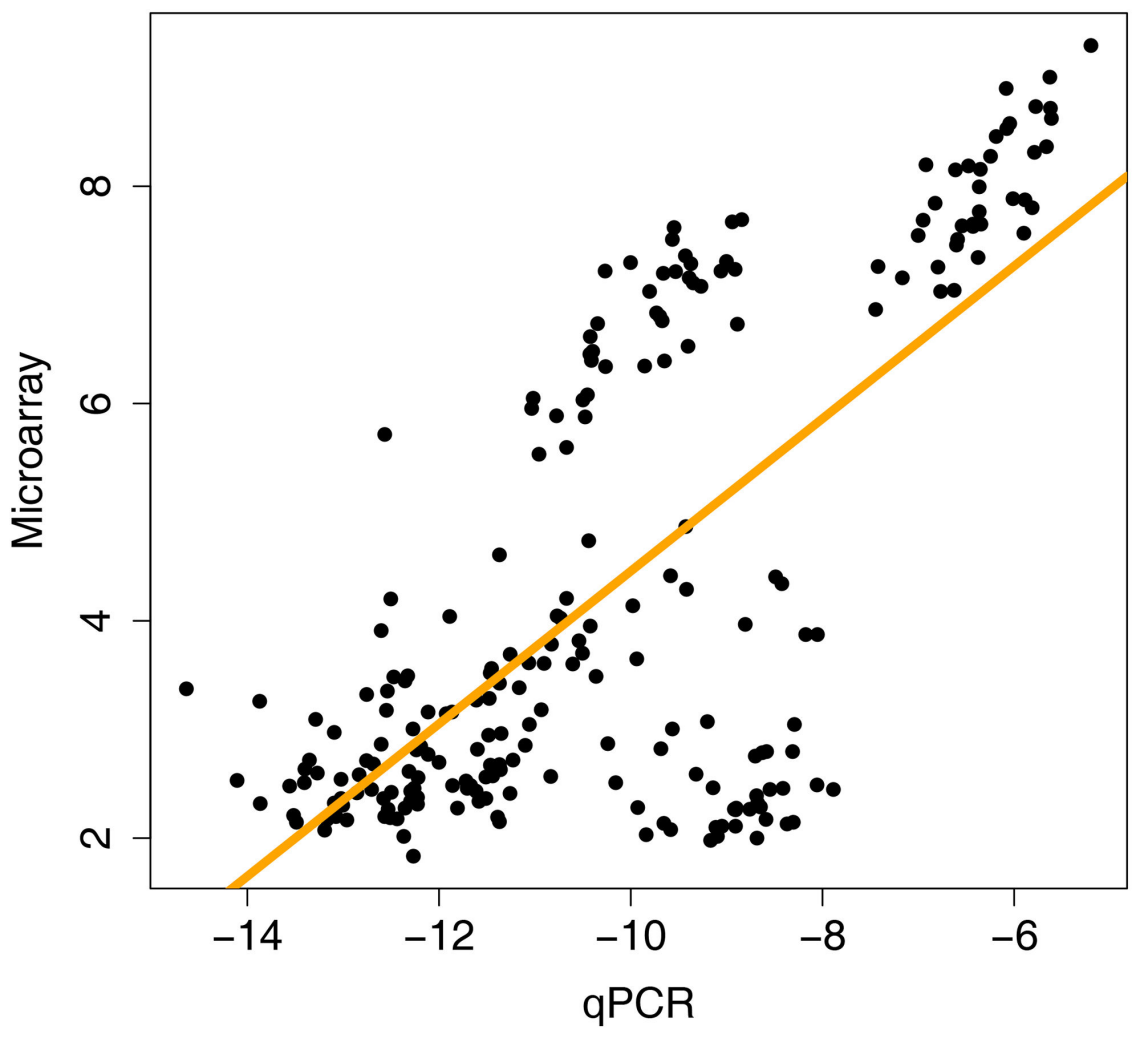
Correlation of gene expression for the six ARV membrane transporter genes (*ABCB1*, *ABCC1*, *ABCC2*, *ABCC3*, *ABCC4*, *ABCG2*) across microarray and qPCR platforms (*R* ^2^ = 0.70, *P* < 2.2×10^-16^).

### Immunofluorescence labeling of membrane transporter proteins in vaginal tissues

At the protein level, expression of the above molecular transporters –i.e., BCRP, MDR-1, MRP-1, MRP-2, MRP-3, MRP-4, OAT-1, and OAT-3- in formalin-fixed vaginal tissues was determined by immunofluorescence. Translation of some of the most highly expressed and biologically relevant transporters was confirmed by immunoblot analysis of tissue lysates. After expression of the 8 selected proteins was confirmed (data not shown), immunefluorescent localization was used to determine the cell types that expressed the proteins (Figure 8). Paraffin sections (8 µm) from full thickness vaginal tissues were processed, and the resulting observations are summarized in Table 4. This initial evaluation indicated cell type-specific expression patterns as shown for MRP3 and MRP4 (Figure 8). The micrographs showed that MRP3 was most highly expressed by epithelial cells (EC) in the vaginal tissue (Figure 8A) with some of the tissues showing localization to the basal, progenitor EC layers. MRP4 was localized to areas that contained fibroblasts, endothelium, and muscle cells (Figure 8C-D). These results confirm the validity of the microarray and qPCR outcomes and indicate the subsequent studies needed to understand the expression patterns of these important host proteins in the vagina.

**Figure 8:**
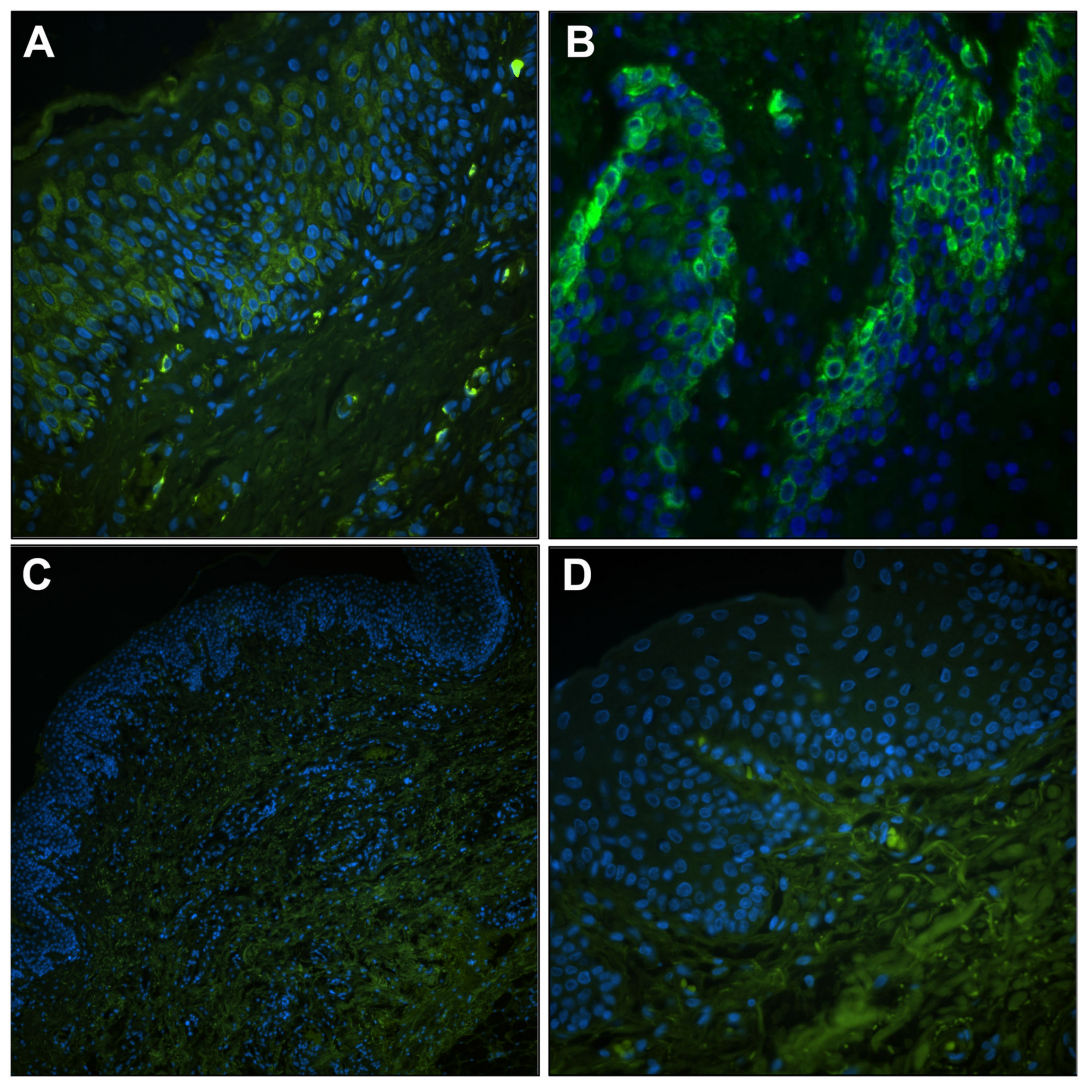
Immunolocalization of MRP3 and MRP4 proteins in vaginal tissue sections. Antibody labeling of target transporter proteins (FITC, green) was completed on at least 5 sections (8 µm) from selected vaginal tissue specimens and at least three fields of labeling were observed. The position of cell nuclei (DAPI, blue) provided architectural cues to orient the tissues. (A) Representation (20×) of MRP3 localization to the surface of epithelial cells (EC). (B) At higher magnification (40×), in some of the tissues, the majority of label was observed in basal, progenitor EC, but the more apical cells also were positive. (C-D) In contrast, MRP4 labeling was localized to the deeper tissue layers and was not found in EC (C, 10×; D, 40×).

**Table 4:** Summary of immunolocalization experiments for membrane transporter proteins in vaginal tissue specimens from the 6 subjects spanning multiple locations.

	**Protein (Gene)**								
**Subject ID, Sample Location**	**BCRP (*ABCG2*)**	**MDR1 (*ABCB1*)**	**MRP1 (*ABCC1*)**	**MRP2 (*ABCB2*)**	**MRP3 (*ABCB3*)**	**MRP4 (*ABCB4*)**	**OAT1 (*SLCA6*)**	**OAT3 (*SLCA8*)**	**Sec**
5001, Ant-Int	Musc + wk	-	Endo +	Endo +	EC + str	EC +	Musc/Endo +	Endo +	-
5001, Post-Int	Musc/EC +	-	Endo +	Musc/Endo +	EC + str	-	Musc +	EC +	-
5001, Post-Ext	Musc/Endo +	EC/Progen +	Endo +	Musc/Endo +	EC + str	Musc/Endo +	EC/Progen +	EC/Endo +	-
5002, Post-Int	Musc + wk	-	Endo +	Endo +	EC +	-	Musc/EC +	Endo + wk	-
5003, Post-Int	Musc +	-	Endo +	Ap EC/ Endo +	EC + str	Musc/Endo +	+ wk	EC/Endo + wk	-
5004, Post-Int	Musc +	Fibro/Endo +	Endo +	Endo +	EC + str	Musc/Endo +	Musc + wk	Musc/Endo + wk	-
5005, Post-Int	Musc + wk	Fibro/Endo + wk	-	Musc/Endo +	EC + wk	Musc/Endo +	Musc + wk	Musc + wk	-
5006, Post-Int	Musc +	Fibro/Endo +	-	Musc/Endo +	EC + str	Endo + wk	Musc + wk	Musc + wk	-

Data represent results from at least 5 distinct 8 µm sections and at least 5 low (10×) and high (40×) magnification fields. Tissue collection locations (see Figure 1): Ant, anterior; Post, posterior; Int, interior; Ext, exterior. Cell types where membrane transporters were localized: Musc, muscular tissue; EC, epithelial cells; Endo, endothelial cells; Progen, progenitor epithelial cells; Fibro, fibroblast; + membrane transporter protein consistently observed by immunofluorescence microscopy; - membrane transporter protein not observed by immunofluorescence microscopy; str, strong signal/expression; wk, weak signal/expression.

## Discussion

The vaginal mucosal surface consists of a stratified squamous epithelium resting on an indistinct lamina propria and an underlying vascular submucosa [30]. This multi-layered structure can be a few to 45 cells thick and is made up of four zones [31]. The unique anatomy, physiology, microbiome, and function of the VT suggest that the vaginal tissues may have evolved to express a unique suite of molecular transporters to support these functions. Prior to our study virtually no data were available on the distribution of molecular transporters in these tissues. Kuchiiwa et al. found intense expression of MCT1 (*SLC16A1* gene product), a monocarboxylate transporter, with concomitant expression of GLUT1 (*SLC2A1* gene product), a glucose transporter, in the vaginal epithelium of mice when studying genital lactate shuttling [22], results in close agreement to our expression measurements in the human VT (Table 2).

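On the arrays, *SLC16A1*, the gene of MCT1, had a mean log2 level of 5.22 ± 0.69 (SD, n = 44 arrays), above the threshold of 3.5 on all 44 arrays and well above background on 35. *SLC16A4*, another monocarboxylate transporter, had 4.72 and was above the threshold on 36 arrays. For *SLC2A1*, the gene of GLUT1, 1 of its probes was above the threshold on all arrays. The arrays measured whole pieces of human tissue and do not separate the epithelium from deeper layers.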

Using whole-genome transcriptome analysis, we have shown that vaginal tissues in six women with highly diverse characteristics (Table 1) consistently overexpress a 235 membrane transporter gene isoforms (43% of the known transporter genes). This unexpected finding suggests that, like the small intestine [32], the VT has a broad functional diversity for absorptive and secretory carrier-mediated transport of xenobiotics. Studies involving drug disposition, including drug-drug interactions, following oral or intravaginal administration may need to include a microarray component to faithfully capture the subtleties of membrane transporter expression. Shotgun mass spectrometry proteomics [33] could be highly complementary to these studies by allowing the complete membrane proteome to be analyzed in tandem with the genome-wide transcriptome. The large number of potentially relevant expressed genes most likely render qPCR and immunolabeling impractical at this stage, but may be useful in future studies when a key subset of relevant transporters has been identified. 

The vaginal mucosal epithelium is more than a passive physical barrier protecting from infection. It functions as an active front line of the host immune system [34]. During sexual transmission, HIV enters the cervicovaginal mucosa and can cross the epithelial barrier within hours [35] to establish a small founder population of infected cells [36,37]. Effective HIV PrECP using ARV drugs is believed to involve the eradication of this founder population so that it cannot undergo expansion and establish a self-propagating systemic infection throughout the secondary lymphoid organs [37,38]. For this strategy to be successful, ARV drugs must be present at sufficiently high levels in the key anatomic compartments for pharmacologic activity. In the case of female-controlled, heterosexual HIV PrECP, these compartments involve the vaginal tissues, with specific target anatomic sites depending on the ARV drug mechanistic class [13]. Kinetic interactions between ARV drugs and membrane transporters in the VT therefore will play a fundamentally important role in determining the pharmacodynamic (PD) outcomes.

The role of ABC and SLC transporters in ARV therapy has been discussed in a recent review and key absorptive/secretory pathways in various anatomic compartments, excluding the VT, were identified [13]. While a detailed discussion on the impact of molecular transporters in the VT on ARV drug disposition is beyond the scope of this report, some preliminary inferences can be made. The three FDA-approved ARVs currently being evaluated for PrECP include the nucleoside reverse transcriptase inhibitors (NRTIs) tenofovir (TFV) and emtricitabine (FTC) and the CCR5 antagonist maraviroc (MVC). Vaginal gels delivering these drugs either individually or in combination have demonstrated efficacy in the macaque model [39,40]. A TFV vaginal gel and an oral formulation of tenofovir disoproxil fumarate (TDF, prodrug of TFV) and FTC are under clinical evaluation for PrECP [11]. Interestingly, all three ARVs show little affinity for transporters from the SLC superfamily, with TFV [41,42] and FTC [43] acting as substrates for OAT1 (*SLC22A6* gene product) and OAT3 (*SLC22A8* gene product). Microarray and RT-qPCR measurements found SLC22A6- and SLC22A6-transcript expression to be low in vaginal tissues. These findings were supported by immunolocalization of the corresponding proteins, which were present at low abundance in the endothelium and underlying muscular tissue (Table 4). Another member of this transporter family (*SLC22A18*) was highly expressed in all vaginal tissue samples analyzed here (Table 2), and nine members of the SLC22 family were over-expressed across all samples (Dataset S1). 

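Besides *SLC22A18*, the highest levels of the SLC22 family were those of *SLC22A23*, with 3 probes at mean log2 levels of 9.07 ± 0.34, 9.00 ± 0.34 and 7.19 ± 0.34, and of 1 probe of *SLC22A31*, at 8.83 ± 0.30 (SD, n = 44 arrays). The carnitine transporter *SLC22A5* had 7.81 ± 0.35, 1 probe of *SLC22A15* 7.61 ± 0.56, 1 probe of *SLC22A7* 6.57 ± 0.96 and *SLC22A17* 6.47 ± 0.52. These 9 probes of 7 genes, out of 33 probes of 23 genes in the family, were above the threshold of 3.5 on all arrays. *SLC22A14* was above it on 43 arrays, and *SLC22A4*, which carries ergothioneine, on 36. The probes of the organic cation transporter *SLC22A2* were above it on 0 and 3 arrays. In the family, 7 probes were above it on no array, among them 1 probe each of *SLC22A7* and *SLC22A31*.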

Transporters from the ABC superfamily play a more prominent role in the disposition of TFV, FTC, and MVC. All three are either substrates for or inhibit MDR1 (P-gp), the *ABCB1*-gene product [13], which was under-expressed in all samples (Figure 6, Dataset S1). 

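*ABCB1* lay around the threshold of 3.5. By 1 of its probes it was above the threshold on 28 of 44 arrays, with a mean log2 level of 3.95 ± 0.89 (SD, n = 44 arrays), and by the other on 2 arrays, with a mean of 2.81 ± 0.60. The signal was well above background on 11 arrays for the first probe and on 3 for the second. The mean of each subject exceeded the threshold in 6 of 6 subjects by the first probe, with subject means from 3.51 to 4.91. By the second probe it did so in 1 subject. At such levels, differences between arrays are hard to tell from background.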

MDR1 immunolabeling measurements supported these findings and only were able to detect low abundance of this protein, associated primarily with fibroblast and endothelium, in ca. half the samples analyzed (Table 4). FTC and TFV are either substrates or inhibitors of members of the ABCC family, notably MRP1-4 (*ABCC1-4*) [13]. 

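*ABCC1* had a mean log2 level of 8.09 ± 0.64 and *ABCC3* of 7.21 ± 0.67 and 6.63 ± 0.63 by its probes (SD, n = 44 arrays). These 3 probes were above the threshold of 3.5 and well above background on all 44 arrays. The lowest single value was 6.96 for *ABCC1* and 5.29 for *ABCC3*. *ABCC2*, the efflux pump MRP2 of liver and gut, was above the threshold on 7 arrays by 1 probe (mean 2.83 ± 0.66) and on 0 by the other (2.20 ± 0.19). *ABCC4*, the gene of MRP4, was above it on 6 arrays (2.67 ± 0.66) and well above background on 2. In all, 8 of 23 ABCC probes, from 4 of 12 genes, were above the threshold on all arrays. None of the panel's 10 genes was called along the anterior-posterior axis by limma, and 2 of them had an unadjusted p under 0.05.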

*ABCC1* and *ABCC3* were over-expressed in all samples (Figure 6). MRP1 was associated primarily with endothelial cells, while MRP3 was expressed predominantly by epithelial cells (Figure 8, Table 4). These findings suggest that these efflux systems could play competing roles in TFV/FTC excretion from cells in different strata of vaginal tissues. TFV and FTC also are substrates for BCRP (*ABCG2*-gene product) [13,43], which was under-expressed across all samples (Figure 6).

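*ABCG2* had a mean log2 level of 3.16 ± 0.83 (SD, n = 44 arrays) and was above the threshold of 3.5 on 13 arrays. Its highest value was 5.67 and its signal was well above background on 2 arrays. Averaged per subject, it exceeded the threshold in 2 of 6 subjects. The level of *ABCG2* lies in the range where the arrays hardly separate signal from background.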

In conclusion, molecular transporters important to the disposition of TFV, FTC, and MVC were consistently over- or under-expressed in all vaginal tissue samples. Different vaginal tissues and cell types likely will exhibit different cellular pharmacology of these ARV drugs as a result of heterogeneous transporter expression. While these molecular transporters form promising targets for future qPCR measurements in clinical studies involving subjects receiving one or more ARV drugs for HIV PrECP, they should be supported by global microarray analysis of the membrane transporter transcriptome to ensure that no important interactions are missed. Protein visualization in specific tissue/cell types also forms an important complementary analysis, as shown here, once the relevant genes have been identified.

Prodrugs of ARV agents can increase the bioavailability of the parent moiety for topical delivery to the VT. For example, we showed that intravaginal rings (IVRs) delivering TFV and TDF at the same rate to the vaginal lumen *in vivo* resulted in dramatically different TFV tissue levels, with the TDF IVRs affording levels nearly two orders of magnitude greater than the TFV IVRs [44]. Targeting molecular transporters in the VT for enhanced bioavailability may provide a powerful strategy in the rational design and selection of ARV prodrugs in topical HIV PrECP. Existing antiviral prodrugs that benefit from carrier-mediated transport to increase their oral bioavailability include the commercially available *L*-valyl ester of acyclovir (valacyclovir) and mono- and di-peptide prodrugs of acyclovir, ganciclovir, and saquinavir developed by Mitra and colleagues [45-48]. All these prodrugs target PEPT1 (*SLC15A1*-gene product) and, to a lesser extent, PEPT2 (*SLC15A2*-gene product), membrane transporters that were under-expressed in all samples measured here (Figure 6). 

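*SLC15A1*, the peptide transporter PEPT1 of the intestine, gave different values by its probes. By 1 probe it had a mean log2 level of 8.23 ± 1.26 (SD, n = 44 arrays), above the threshold of 3.5 on all 44 arrays and well above background on 43, with subject means from 6.26 to 9.23. By the other it had 2.24 ± 0.44 and was above the threshold on 1 array. *SLC15A2*, the gene of PEPT2, had 2.48 ± 0.88, was above the threshold on 6 arrays and well above background on 2. Over the SLC15 family, 4 of 7 probes, from 3 of 5 genes, were above the threshold on all arrays. The arrays alone do not show which probe of *SLC15A1* reports its transcript.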

Our findings suggest that the peptidic prodrugs may not significantly enhance the bioavailability of the parent compound if administered intravaginally, although additional research is required to more thoroughly characterize these interactions. Given the successful evaluation reported in this global analysis of the VT transcriptome, the most highly expressed of molecular transporters present in the VT can now be better targeted with refined drug design.

## Supporting Information

Appendix S1 Supporting figures and tables.
Figure S1. Clustering of samples analyzed by Principal Component Analysis (PCA). Figure S2. Dendrogram showing hierarchical clustering of vaginal samples. Figure S3. Distribution of averaged expression patterns for membrane transporters. Figure S4. Example of a transporter gene SLC44A1 with universally high expression patterns in the TiGER database. Figure S5. Hierarchical clustering of membrane transporter expression across the anterior-posterior axis of the vaginal tract. Figure S6. Sources of variation in global gene expression. Figure S7. Sample histogram. Table S1. Summary of 41 vaginal tissue sample number per location for each subject used in the differential gene expression analyses. Table S2. Tissue-specific scores for highly expressed membrane transporters.
(PDF) Click here for additional data file.

Dataset S1 **Microarray membrane transporter gene expression dataset.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

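RNA from tissue of the vaginal tract of 6 subjects was measured on 44 single-color Agilent whole-genome arrays. The deposited files hold, for each array, the output of Agilent Feature Extraction, in which the authors give the processed signal of each spot as a background-subtracted intensity, and a table in which the authors give normalized log2 values per probe, made with Partek. Those log2 values had medians from 3.42 to 3.55 per array and correlated with the values computed here at r from 0.994 to 0.997. The main values were computed from the intensity of each spot. Spots marked as outliers were set to missing (462 missing values after averaging, 9 of them in transporters), the intensities were converted to log2, spots of a probe were averaged and the arrays were quantile normalized over 50599 probes. For tests, 102 probes were left out by a rule on the privacy of subjects, which left 50497. Gene symbols came from a table of RefSeq accessions and symbols, in which the accessions of 28174 probes were found, and 28226 probes of 20511 symbols carried one. Dataset S1 gave the transporter probes: 563 of its 616 names equal the symbols used here, 1 differs and 52 have no match, and these keep the name of Dataset S1.

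Arrays with the same labels of subject and location were averaged, values and design alike, which gave 41 specimens. Differences between anterior and posterior, distal and proximal, and left and right specimens were fitted with limma 3.58.1 in R 4.3.3, with subject and slide as terms, and with the anterior-posterior label as a further term along the other axes. Of the 6 subjects, 4 have both anterior and posterior tissue, and 5 slides hold both. A probe was called at a fold change over 1.5 and an adjusted p under 0.05 (Benjamini-Hochberg over the probes tested). The fits left 29 residual degrees of freedom along the anterior-posterior axis, 14 along the distal-proximal axis and 18 between left and right. The approach was tested on simulated data, with 200 probes changed among 50035, and called 5, 9 and 3 of 49835 unchanged probes on the 3 axes. Partial F statistics of subject, location class and slide came from a fit with all 3. Over-expression was taken as the paper defines it, a log2 level over 3.5, and high expression as a mean over 11. Levels had the slide effect removed with limma's removeBatchEffect, which kept subject and location class. Nearest specimens were found by Pearson correlation and tested with 100000 resamples (10000 for the alternatives). Gene lists, 30 in number, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation; the probe with the highest mean stands for a gene. Further steps used python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

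The genes named in the text are those the paper names in its tables, its RT-qPCR panel and its text, the 10 annotated genes with the largest called fold change in each direction that moved alike in every subject and were well above background on 50% of the arrays of the higher group, the called membrane transporters, the 12 membrane transporter probes with the highest mean, the 10 membrane transporter genes with the largest partial F of subject, and up to 4 members of a gene list. Other genes named beside these, in the transporter families, among the mitochondrial carriers and in gene lists given by level, were chosen after their values were seen. The tests, gene lists, alternatives and this rule were set before the data were examined, apart from those named as added later. Values in the paper's own tables had been seen by then. The alternatives were scaling to the 75th percentile, background correction by normexp with an offset of 50 on the median signal (no mean signal is in the files), the deposited log2 table, no term for slide, removal of the slide effect before the fit, a filter on probes well above background, other handling of the paired arrays, no term for subject, differences per subject, an unmoderated test, subsets of locations and leaving out each subject. The closing section gives their effect.

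The number of arrays limits the precision, and weak probes are limited by background: a median of 48.1% of the probes on an array were well above it. RT-qPCR and immunofluorescence values were not analysed here. Genes on the Y chromosome and a gene of X inactivation were not examined, and individual subjects are not described.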

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

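Of the tests here, that of a lower epithelial share and that of the interaction were written after the results they measure had been seen. The differences in smooth muscle, fibroblast, HOX and mast cell genes are in genes that the paper does not discuss.

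Stromal markers had higher levels in anterior specimens: the median log2 fold change was 1.04 over 12 smooth muscle genes and 0.84 over 12 genes of fibroblasts and extracellular matrix, but no gene of these lists was called over all probes and the list calls are lost with an estimated correlation (adjusted p = 0.222 and 0.266). Over these lists and the endothelial one the median was 0.84. No other split of the specimens was as large over the same lists (highest 0.75, with 100 splits in all). These lists had the largest medians of all gene lists along this axis, while the other splits were not searched for their own largest lists. That choice favours the real split, so the comparison cannot decide on chance. Within slides, the shift was measured after subject effects were removed in a joint fit that kept axis and slide. It was above 0 in 5 of 5 slides, from 0.42 to 1.60, which argues against a slide effect. These values are not independent of the joint fit, and 1 slide held 1 anterior array. By subject, the smooth muscle median was above 0 in 4 of 4. The fibroblast and endothelial medians were above 0 in 3 of 4 (lowest -0.24 for each). A lower share of epithelium alone would raise alike the cell types that lie outside the epithelium. The stromal genes exceeded the T and NK cell genes by 0.825 on average (standard error 0.329, 0.94 against 0.12), and adipocyte markers had a median of -0.15. Whether T and NK cells lay outside the epithelium was not measured, so the comparison with them cannot decide. Mast cell (0.57), B and plasma cell (0.40) and myeloid (0.25) medians lay in between. Without exterior specimens suprabasal squamous markers had -0.14 (camera, adjusted p = 0.0188, and 0.476 with an estimated correlation). B and plasma cell markers there had 0.33 (camera, adjusted p = 0.0073, and 0.229 with an estimated correlation). A lower share of epithelium may therefore still contribute. The array signal and the mix of posterior locations stay open, since their lowest values fell short of the bound that would exclude them: with the share of probes well above background as a covariate the shift was 0.934 of its size (0.729 to 1.13 with 1 subject left out), and over proximal and distal specimens only, without the posterior interior and exterior ones, it was 0.633 of its size (0.375 to 0.764). A candidate explanation is that anterior specimens held more muscle and connective tissue, by depth of sampling or by anatomy, and the design cannot tell these apart.

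The count of lists itself carries little weight: camera called 4 lists along the anterior-posterior axis, other splits called up to 9, and 41 of 100 splits called as many, so chance cannot be excluded for that count. For the 38 called probes, the highest other split called 1, and 1 of 100 splits, the real one, called as many. With 100 splits, that argues against chance for the 38 but does not exclude it. The splits decide nothing for the 1 called membrane transporter probe (highest other 0, 1 of 100), since 3 of 100 splits called any probe at all, so a count of 0 was nearly fixed for the others.

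Whether the transporters of Table 3 follow the stromal share cannot be told apart from a difference of their own. With the stromal score in the fit, the median absolute log2 fold change of the 5 genes was 0.873 of its size (0.76 before, 0.67 after; 0.511 to 0.988 with 1 subject left out), while the 38 calls went to 0 (4358 probes at an unadjusted p under 0.05). For *SLC46A1* the log2 fold change went from 1.01 (standard error 0.20) to 0.73 (0.22) and its adjusted p to 0.319, since the estimate was smaller and its error larger. The paper proposes sample number for the axis. Over the same 26 specimens, both axes had 0 calls by limma. The anterior-posterior contrast had 0.921 as many probes at an unadjusted p under 0.05 as the distal-proximal one (4114 against 4465). A ratio of at most 1.5 had been set beforehand as the outcome for sample number, and it was met. These 26 also lack the interior, exterior and middle locations, so the subset does not separate number from location. A fit to 28 specimens without interior and exterior ones, not part of that prediction, gave 47 called probes. Of these, 6 were shared with the 38.

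Subject was the largest source of variation, with a mean partial F of 3.14 against at most 1.35 for shuffled subject labels, which argues against chance (1 of 100, the real labels). Tissue composition as measured by 4 marker scores (stromal, squamous, keratinised skin and immune) is argued against as the whole cause. With these scores in the fit the mean partial F was 0.875 of its size (2.75, and 0.771 to 0.955 with 1 subject left out). Adipocyte markers, whose median partial F of subject was 7.30, are in none of the scores. Composition that the scores miss therefore stays open. Slide remains in the fit as its own term. No biological explanation was tested, since traits of the subjects were not used.

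HOX genes had a median log2 fold change of 0.20 along the anterior-posterior axis, 28 of 38 genes higher in anterior specimens and *HOXB5* alone called, and 0.08 with normexp background (adjusted p = 0.222 with an estimated correlation). Mast cell markers had a median of 0.86 in distal against proximal specimens, with 6 of 6 genes higher (adjusted p = 0.211 with an estimated correlation), and from 0.21 to 0.79 under 3 other scalings tried after seeing the values. Chance cannot be excluded for the 3 lists called along the distal-proximal axis (highest other split 12, as many in 51 of 100) or the 6 between left and right (highest other 9, as many in 16 of 100). With 0 called probes along the distal-proximal axis (highest other 3), between left and right (highest other 1) and in the interaction (highest other 3), all 100 of 100 splits call as many by definition, so the splits decide nothing there. Among 32 probes tested for 1 subject standing apart from the other 5, none did.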

How the results depend on the processing

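Of 853 values under other settings, 623 stayed on the same side of their threshold or within their spread, 158 lost a call, 24 gained one, 48 moved otherwise and none reversed. Settings added after seeing values were those with the deposited log2 table and no slide term, the slide effect removed first with the unmoderated test, and list settings other than the estimated correlation and without exterior specimens. The direction of the named probes along the anterior-posterior axis held in 539 of 539 values, with 147 calls lost, and that of the 4 called lists in 60 of 60, with 11 lost. These probes were taken for moving alike in every subject, or by the paper on the same samples, and the lists for being called. A kept direction was therefore largely fixed by that choice. For the settings below, the cause was not tested unless stated.

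Along the anterior-posterior axis, 38 probes and 1 membrane transporter probe were called. These counts were 21 and 0 with normexp background. They were 601 and 6 with the slide effect removed first, where the degrees of freedom spent on slide are not counted. They were 83 and 3 over probes well above background on 50% of the arrays, where fewer probes were tested, and 77 and 2 with 44 arrays as separate samples. They were 0 and 0 without subject as a replicate block, 0 and 0 from mean differences per subject, where 3 residual degrees of freedom remain, and 0 and 0 over proximal and distal specimens only, where 26 specimens remain. They were 120 and 4 without exterior specimens, 219 and 4 in the contrast of location classes, and 47 and 0 without interior and exterior specimens, with 6 of the 47 shared. Probes numbered 80 with no slide term and 74 by adjusted p alone. Of the settings added later, the slide effect removed first with the unmoderated test gave 516 and 5, the deposited table with no slide term 340 and 5, and the same unmoderated 290 and 5. Leaving out 1 subject in turn gave from 0 to 155 probes and from 0 to 2 membrane transporter probes. Of the remaining settings, 75th percentile scaling gave 26 and 1, the deposited table with the slide term 38 and 1 (37 probes shared), and the unmoderated test 33 and 1.

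Along the distal-proximal axis, 0 probes became 1 with the slide effect removed first and from 0 to 4 with 1 subject left out; scaling to the 75th percentile moved the median of all probes by -0.205 there and called 0 (15280 at an unadjusted p under 0.05). Left against right stayed at 0 in all settings run. The 4 called lists became 0 with an estimated correlation, 0 when exterior specimens were also left out and 9 with 75th percentile scaling. With normexp background, the median of the mast cell list was 0.21 along the distal-proximal axis and that of the endothelial list 0.16 between left and right. The mean partial F of subject was 4.92 over probes well above background on 50% of the arrays and ranged from 2.56 to 3.44 with 1 subject left out. When a probe also had to be well above background on the array, 34.7% of membrane transporter probes were over-expressed on all arrays, 45.8% in all subjects and 38.0% of all transporter probes on all arrays. With 1 probe per gene the share on all arrays was 50.9%. Nearest specimens came from the same subject in 83.9% to 95.1% of cases over the settings. Signal over background limits the weak probes: *ABCB1* was above the threshold on 28 arrays and well above background on 11 by 1 probe.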

Differences from the paper's values

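The alternatives with the deposited log2 table and no slide term, and that with the slide effect removed first and an unmoderated test, were added after seeing values.

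Along the anterior-posterior axis, the paper gives 6 differentially expressed membrane transporters, the paper's thresholds being a fold change of 1.5 and an adjusted p of 0.05, and limma called 1 probe here, *SLC46A1*. The paper describes removal of the batch effect before a 2-way ANOVA with subject. Of the alternatives set before the data were examined, the nearest to that was the slide effect removed first. It gave 6 probes, the paper's count (*SLC10A6*, *SLC34A3*, *SLC35F5*, *SLC45A3*, *SLC46A1* and *SLC6A9*). That fit does not count the degrees of freedom spent on slide (34 residual, against 29 in the main fit). It called 601 probes in all against 38, so its calls can be inflated and the equal count is no independent check. Leaving out the exterior specimens and the contrast of location classes gave 4 each. These counts are within 1.5 times of the paper's, though *SLC34A3* and *SLC35F5* are not in Table 3. Probes well above background on 50% of the arrays gave 3 (*SLC45A3*, *SLC46A1* and *SLC6A9*) and 44 arrays as separate samples 2 (*SLC45A3* and *SLC46A1*). Leaving out 1 subject gave from 0 to 2, with *SLC6A9* or *SLC45A3* called in 1 case each. The 75th percentile scaling, the deposited table with a slide term, no slide term, the first or second array of a specimen, no specimens with 2 arrays, the unmoderated test and adjusted p alone gave 1. Normexp background, no replicate block, mean differences per subject, proximal and distal specimens only, and no interior and exterior specimens gave 0. Chosen after seeing the values, the deposited table without a slide term called 5 probes, with the moderated and the unmoderated test alike, which are the 5 gene symbols of Table 3 and drop 0 of them; the paper's Table 3 lists *SLC45A3* on 2 lines with opposite signs, while Dataset S1 has 1 probe for it. The slide effect removed first with the unmoderated test, also chosen after seeing the values, called 5 and drops 1 of them.

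For 1 probe of *ABCB1*, the paper's Dataset S1 gives 9 arrays above the threshold and 2 were found here. The deposited log2 table gave 9. The other alternatives set before the data were examined gave from 2 to 4, and leaving out 1 subject gave 1 or 2.

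The paper states that *ABCB1*, *ABCG2*, *SLC15A1* and *SLC15A2* were under-expressed in all samples. Here they were above 3.5 on 28 of 44 arrays (1 probe of *ABCB1*), 13, 44 (1 probe of *SLC15A1*) and 6 arrays, and the paper's own Dataset S1 gives 27, 9, 44 and 6; the other probes of *ABCB1* and *SLC15A1* were above it on 2 and 1. The paper states that *SLC22A8* was under-expressed on the arrays and not detected by its RT-qPCR. Here 1 of its probes was above 3.5 on 0 arrays and the other on 43 of 44. The RT-qPCR result goes with the first of these probes, and its values were not analysed here. The paper states that clustering across all subjects showed no discernible anterior-posterior pattern, and clustering within 1 subject no strong one. The nearest specimen within a subject is another measure, which leaves out differences between subjects, and does not contradict this. It came from the same side for 28 of 33 specimens over membrane transporter probes, in values whose slide step kept location. Without the slide step it did so for 22 of 33, and for 21 of 33 over all probes of the deposited log2 table. The paper lists fewer probes with a mean above 11, with 12 against 15 here, and the deposited log2 table gave 12.

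Other values were close: of 550 membrane transporter probes, 416 had the same number of arrays above the threshold as in Dataset S1, 235 were above it on all arrays in both, the means differed by a median of 0.12 and at most 0.23, and the 12 probes of Table 2 were the 12 highest here.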

Other observations

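The relations of *ABCC1* and *ABCB1* to marker scores, given last but one, were noticed only after their values had been seen, while those of *ABCC3* and *ABCC4* were set before. Among receptors that HIV-1 uses, *CD4* had a mean log2 level of 11.42 ± 0.22 and the coreceptor *CXCR4* 10.61 ± 1.46 (SD, n = 44 arrays). *SDC1*, a heparan sulfate proteoglycan that can capture virus, had 15.79, *SDC4* 12.13, the integrin subunit *ITGB7* 9.80 and *CD207*, langerin of Langerhans cells, 7.55. *CD209* was above 3.5 on 38 arrays, *ITGA4* on 29, the mannose receptor *MRC1* on 12 and *CCR3* on 0. None of the 13 genes of this list was called along the anterior-posterior axis by limma (2 at an unadjusted p under 0.05).

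Of the kinases that activate nucleoside and nucleotide drugs, *NME2* had 15.80, *TK1* 13.43, *NME1* 12.40, *AK3* 11.50 and *CMPK1* 8.94. *DCK*, which starts the phosphorylation of emtricitabine, was above 3.5 on 3 of 44 arrays and *TK2* on 3. The equilibrative nucleoside transporters *SLC29A1* and *SLC29A3* had 8.70 and 6.00, while the concentrative *SLC28A3* was above 3.5 on 42 arrays, *SLC28A1* on 7 and *SLC28A2* on 0. These are levels of RNA by 1 probe each and say nothing of protein. For reference, *ACTB* had 17.62, *GAPDH* 14.94 and *B2M* 14.93.

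The paper places MRP3 in epithelial cells by immunofluorescence, so a rise of *ABCC3* with a score of squamous markers within subjects was predicted. The outcome was the reverse, with r = -0.682 over 41 specimens (permutation p = 5e-05, adjusted p = 9e-04). The rank correlation rho was -0.553 (permutation p = 0.00062, adjusted p = 0.0093), and r was -0.536 without the 2 farthest specimens. Within slides r was above 0 in 1 of 6, and the other *ABCC3* probe had r = -0.252 (adjusted p = 0.339). This sets RNA of whole tissue against protein in sections. The score pools 18 suprabasal with 12 basal markers, while in some tissues the paper saw most of the label in basal cells. The correlation therefore does not speak against MRP3 protein in epithelial cells. The *ABCC4* level did not follow the stromal score (r = -0.0769, p = 0.691, adjusted p = 0.976; rho = -0.106, p = 0.584; r = -0.0547 without 2; above 0 in 1 of 6 slides), at a level where most arrays give no clear signal. In a family of 30 relations, *ABCC1* rose with the squamous score (r = 0.670, p = 6e-05, adjusted p = 9e-04; rho = 0.649, p = 5e-05, adjusted p = 0.0015; r = 0.682 without 2; above 0 in 6 of 6 slides, from 0.221 to 0.911) and fell with the stromal score (r = -0.563, p = 0.00073, adjusted p = 0.0073; rho = -0.533, p = 0.00116, adjusted p = 0.0116; r = -0.475 without 2; above 0 in 0 of 6 slides). *ABCB1* rose with the stromal score by 1 probe (r = 0.467, p = 0.0021, adjusted p = 0.0157; rho = 0.443, p = 0.00526, adjusted p = 0.0394; r = 0.406 without 2; above 0 in 5 of 6 slides) and not by the other (r = 0.305, adjusted p = 0.392), at levels where the first probe was well above background on 11 of 44 arrays. A further relation passed, that of 1 probe of *SLC22A8* with the stromal score (r = -0.438, p = 0.00479, adjusted p = 0.0287; rho = -0.446, p = 0.00852, adjusted p = 0.0511; r = -0.437 without 2; above 0 in 2 of 6 slides). A hypothesis from the r of 0.670 is that squamous cells may carry more of the *ABCC1* transcript than stroma, while the paper places MRP1 mainly in endothelial cells; it was found on these specimens and has no independent test here.

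Between left and right specimens, camera called 6 lists at an adjusted p of 0.0149: endothelium with a median log2 fold change of 0.46, smooth muscle with 0.34, fibroblasts and extracellular matrix with 0.33, myeloid cells with -0.32, suprabasal squamous epithelium with -0.14 (15 of 18 genes lower on the left) and hypoxia and glycolysis with -0.16. With an estimated correlation the lowest adjusted p of these lists was 0.547, and no gene of theirs was called over all probes. With normexp background, a setting added later, the medians were 0.16 for endothelium, 0.25 for smooth muscle, 0.28 for fibroblasts and extracellular matrix, -0.15 for myeloid cells, -0.10 for suprabasal squamous epithelium and -0.12 for hypoxia and glycolysis.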
